# AhR Activation Leads to Attenuation of Murine Autoimmune Hepatitis: Single-Cell RNA-Seq Analysis Reveals Unique Immune Cell Phenotypes and Gene Expression Changes in the Liver

**DOI:** 10.3389/fimmu.2022.899609

**Published:** 2022-06-03

**Authors:** Alkeiver S. Cannon, Bryan Latrell Holloman, Kiesha Wilson, Kathryn Miranda, Nicholas Dopkins, Prakash Nagarkatti, Mitzi Nagarkatti

**Keywords:** TCDD, aryl hydrocarbon receptor (AhR), liver injury, scRNA seq, inflammation, autoimmune hepatitis

## Abstract

The aryl hydrocarbon receptor (AhR) is a ubiquitously expressed ligand-activated transcription factor. While initially identified as an environmental sensor, this receptor has been shown more recently to regulate a variety of immune functions. AhR ligands vary in structure and source from environmental chemicals such as 2,3,7,8-Tetrachlorodibenzo-p-dioxin (TCDD) and indoles found in cruciferous vegetables to endogenous ligands derived from tryptophan metabolism. In the current study, we used TCDD, a high affinity AhR ligand to study the impact of AhR activation in the murine model of autoimmune hepatitis (AIH). Primarily, we used single-cell RNA-sequencing (scRNA-seq) technology to study the nature of changes occurring in the immune cells in the liver at the cellular and molecular level. We found that AhR activation attenuated concanavalin A (ConA)-induced AIH by limiting chemotaxis of pro-inflammatory immune cell subsets, promoting anti-inflammatory cytokine production, and suppressing pro-inflammatory cytokine production. scRNA-seq analysis showed some unusual events upon ConA injection such as increased presence of mature B cells, natural killer (NK) T cells, CD4+ or CD8+ T cells, Kupffer cells, memory CD8+ T cells, and activated T cells while TCDD treatment led to the reversal of most of these events. Additionally, the immune cells showed significant alterations in the gene expression profiles. Specifically, we observed downregulation of inflammation-associated genes including *Ptma*, *Hspe1*, and *CD52* in TCDD-treated AIH mice as well as alterations in the expression of migratory markers such as *CXCR2*. Together, the current study characterizes the nature of inflammatory changes occurring in the liver during AIH, and sheds light on how AhR activation during AIH attenuates liver inflammation by inducing phenotypic and genotypic changes in immune cells found in the liver.

## Introduction

Autoimmune hepatitis (AIH) is an immune-mediated liver disease characterized by circulating autoantigens, elevated immunoglobulin G (IgG) and aminotransferase levels, and interface hepatitis (1). During AIH development, a lack of self-tolerance increases the number autoreactive CD4+ and CD8+ T cells, driving excess inflammation and culminating in the sustainment of hepatitis (2). It is believed that this failure of immune tolerance to liver antigens is caused by a combination of environmental factors and genetic predispositions that trigger primarily T cell-mediated inflammation (1, 2). AIH is a major health concern in the United States as approximately 6% of all liver transplants are due to autoimmune hepatitis (3). While AIH like many autoimmune disorders is characterized by a predisposition for the female gender, recent studies show that its prevalence worldwide is increasing predominantly in males (1). Treatment regimens for AIH include immunosuppressants and corticosteroids such as azathioprine and prednisone (4), however, the disease often progresses to cirrhosis and end-stage liver disease despite treatment (5). Thus, more studies are required in hopes of understanding the mechanisms through which immune cells trigger an autoimmune response against the liver, and to develop a more specific treatment approach.

The aryl hydrocarbon receptor (AhR) is a ligand-activated, cytosolic transcription factor frequently implicated in shaping the immune response (6–8). Studies have shown that certain AhR agonists, specifically the prototypic ligand, 2,3,7,8-Tetrachlorodibenzo-p-dioxin (TCDD), are highly immunosuppressive (9) and shift the T helper 17 (Th17)/Foxp3+ T regulatory cell (Treg) balance towards a Treg dominated landscape (10–12). TCDD is an environmental pollutant that has consistently exhibited suppression of inflammation through the induction of immune cell apoptosis (12, 13), suppression of cytokines (14), and differentiation of immunosuppressive cells, such as Myeloid-Derived Suppressor Cells (MDSCs) (15) and Tregs (8, 16). Thus, AhR serves not only as an environmental sensor but also as a regulator of the immune response. In the current study, therefore, we investigate by using TCDD, the role of AhR activation on a murine model of hepatitis.

Concanavalin A (ConA) is a T cell mitogen that when injected *in vivo*, activates a large number of T cells which produce cytokines that further activate other immune cells, creating symptoms reminiscent of autoimmunity (17). ConA injection in mice is utilized to induce experimental hepatitis that mimics human AIH (18). Because of the involvement of different types of immune cells during ConA-induced hepatitis, it is important to know the relative roles played by these cells in hepatitis and how AhR activation will impact these cell types.

In the current study, therefore, we used scRNA-seq on cells infiltrating the liver during ConA-induced hepatitis to identify the nature of immunological changes occurring in the liver during the injury and identify the transcriptomic changes in each cell type. We found that in addition to the expected changes in T cell subsets caused by ConA, we noted unique changes occurring in B cells, Kupffer cells, endothelial cells, and the like. Also, AhR activation by TCDD attenuated ConA-induced hepatitis and additionally, reversed cellular and molecular changes brought about by ConA.

## Materials and Methods

### Mice and ConA Treatment

C57/Bl6 mice, 8 – 10-week-old (JAX Stock # 000664) were obtained from The Jackson Laboratory and were housed in an AAALAC-accredited, specific-pathogen-free facility at the University of South Carolina School of Medicine. ConA-induced hepatitis was carried out as described previously (15, 17, 19, 20). Mice were challenged with 12.5 mg/kg body weight of Concanavalin A (catalog number: L7647, Sigma) in phosphate-buffered saline (PBS) or Vehicle (PBS) by intravenous injection. One hour after challenge, mice were treated with 10 μg/kg TCDD or corn oil (vehicle), as described (15, 17, 19, 20). TCDD was gifted by Dr. Steve Safe (Department of Veterinary Physiology and Pharmacology, Texas A&M University, College Station, TX). At the conclusion of the study, designated as 24 hours after ConA challenge, mice were euthanized by overdose isoflurane inhalation. All experiments were performed according to protocols approved by the University of South Carolina Institutional Animal Care and Use Committee.

### Histology

Euthanized mice were perfused with 10 mL of heparinized PBS before liver tissues were removed. Liver tissues were fixed in 4% paraformaldehyde for 24 hours, placed in 70% ethanol for 24 hours, and then in 1% paraformaldehyde for 24 hours before being embedded in paraffin. Hematoxylin and eosin (H&E) staining of liver tissue sections were performed under standard protocols by the University of South Carolina Instrumentation Resource Facility. Slides were examined by light microscopy for infiltrating leukocytes and tissue injury.

### Analysis of ALT Levels

Blood was obtained from euthanized mice 24 hours after ConA injection. Serum was isolated by centrifugation and collected. The activity of liver enzyme ALT in the serum was determined by a spectrophotometric method using a commercially available assay kit (Pointe Sci. Inc., Pointe-Claire, QC, Canada), as described previously (20).

### Isolation of Liver Mononuclear Cells

Liver mononuclear cells were isolated using the liver dissociation kit provided by Miltenyi Biotec (Bergisch Gladbach, Germany). Briefly, whole liver tissue was placed in a C tube with a pre-warmed dissociation mix and placed on the gentleMACS™ dissociator for homogenization. The sample was incubated at 37°C for 30 minutes under continuous rotation at 100 rpm before being placed back on the gentleMACS™ dissociator. The cell suspension was then filtered and washed with 5 mL Dulbecco’s Modified Eagle Medium (DMEM). Centrifugation at 300xg and room temperature (25°C) was performed for 10 minutes before the supernatant was discarded. The cell pellet was then resuspended into 6 milliliters (mL) of staining buffer (PBS with 2% heat-inactivated FBS and 1 mM EDTA) and transferred to a 15 mL conical tube containing 3 mL of 100% Percoll. The cells were then resuspended in the resulting 33% Percoll solution were placed in the centrifuge at 2000 revolutions per minute (rpm) for 15 minutes at room temperature. After discarding the supernatant, red blood cell lysis was performed for 5 minutes on ice and washed with staining buffer. The resulting single-cell suspension was filtered and counted using a Bio-Rad TC20 Automated Cell Counter (Hercules, CA).

### ELISA Quantification of Secreted Cytokines

Liver mononuclear cells were isolated as described above and plated in 96-well plates at a concentration of 2 × 10^6^ cells/well. After twenty-four hours, the culture supernatants were isolated for enzyme-linked immunoassay (ELISA) quantification of cytokines such as interleukin-2 (IL-2), interleukin-10 (IL-10), and interleukin-17A (IL-17) production. Additionally, splenocytes were cultured with 5µg/mL ConA for one hour before the addition of 100nM TCDD. Twenty-four hours after culture with ConA, the culture supernatants were harvested to measure cytokines IL-10 and interleukin-22 (IL-22). Serum was isolated from blood obtained at the time of euthanization and used to perform ELISA to detect IL-6. ELISAs were performed according to BioLegend (San Diego, CA) protocol. In brief, high-affinity protein-binding plates were coated by incubating a 100 microliter (µL) suspension of capture antibody overnight at 4°C. The plates were then washed four times using a wash solution consisting of 1xPBS + 0.05% Tween80. The plates were incubated with blocking solution for 1 hour at room temperature (RT). After incubation, the plates were washed four times using wash solution and incubated for 2 hours at RTI with 100 µL of standards prepared using serial dilutions according to manufacturer’s instructions or 100 µL of supernatant collected from overnight cell cultures or the serum. Plates were again washed four times with wash solution and incubated with 100 µL of a biotinylated detection antibody solution diluted according to the manufacturer’s instruction at RT for 1 hour. After incubation with the detection antibody, plates were washed four times with wash solution and incubated with horseradish peroxidase (HRP) conjugated avidin antibody for 30 minutes at RT. After this incubation, the plates were washed five times with wash solution prior to incubation with 100µL 3,3’,5,5’-Tetramethylbenzidine (TMB) substrate for 20 minutes in the dark for color development. After color development, the reaction was stopped in all wells *via* the addition of one volume of 1N hydrosulfuric acid. The concentration of captured protein content was calculated by comparing the relative absorbance of variable samples at a wavelength of 450 nanometers to the standard curve calculated from standards of known concentration. Plates were analyzed with a PerkinElmer Victor^2^ plate reader.

### Flow Cytometry

Cell number and viability of liver mononuclear cells were quantified using a TC20 Automated Cell Counter from Bio-Rad, then washed in staining buffer for characterization *via* flow cytometry. Blocking of Fc receptors was performed by incubation with TruStain FcX (BioLegend) for 10 minutes. Next, the cells were incubated with appropriate fluorochrome-conjugated antibodies for 30 minutes on ice (CD45-APC/Cy7, clone: 30-F11; CD3ε-FITC, clone: 145-2C11; CD4-BV786, clone: GK1.5; FoxP3-BV421, clone: MF-14 from BioLegend and RORyt-PE, clone: Q31-378 from BD Pharmingen). Cells were washed with staining buffer and then analyzed on a BD FACSCelesta flow cytometer. Data were analyzed with FlowJo v10 software.

### Single Cell RNA-Sequencing (scRNA-Seq)

Liver mononuclear cells were loaded onto the Chromium Controller (10x Genomics) targeting 3000 cells per lane. The Chromium Next GEM single-cell 5’ reagent kit v2 (Dual Index) was used to process samples into single-cell RNA-seq libraries according to the manufacturer’s protocol. Libraries were sequenced with a NextSeq 550 instrument (Illumina) with a depth of 30,000 – 41,000 reads per cell. The 10x Genomics Cell Ranger pipeline (version 3.0.2) was used to generate FASTQ files, align reads to mm10 genome, and summarize read count for each gene per individual cell. Downstream analysis was completed using Loupe Browser (version 5.1) and Partek Flow. Differential expression was determined for each cluster to determine cluster biomarkers, and between the Naïve, ConA+Veh, and ConA+TCDD samples using sSeq method (21) and the Benjamini-Hochberg procedure to correct for the false discovery rate.

### Statistical Analysis

The number of mice used in each group has been depicted in the Figure. Statistical analyses were performed using GraphPad Prism Version 9.000 for Mac (GraphPad Software). Values were expressed as mean ± standard error of the mean (SEM). One-way ANOVA followed by Tukey’s posthoc test was used for multiple group analyses. *P* < 0.05 was considered statistically significant.

## Results

### Treatment With TCDD Ameliorates ConA-Induced Liver Injury

In order to determine how AhR activation alters liver damage in AIH, we first monitored histopathological progression of liver damage. H&E staining of liver tissue demonstrated that ConA+Vehicle treated mice display significant symptoms of liver damage, while treatment with TCDD decreases immune cell infiltration and associated damage parameters (**Figure 1A**). TCDD treatment also reduced areas of liver damage present in the ConA+Vehicle treated mice as evidenced by the healing of areas of disrupted tissue architecture (**Figure 1A**). TCDD treatment significantly alleviated ConA induced liver damage as detectable by circulating levels of ALT (**Figure 1B**).

**Figure 1:**
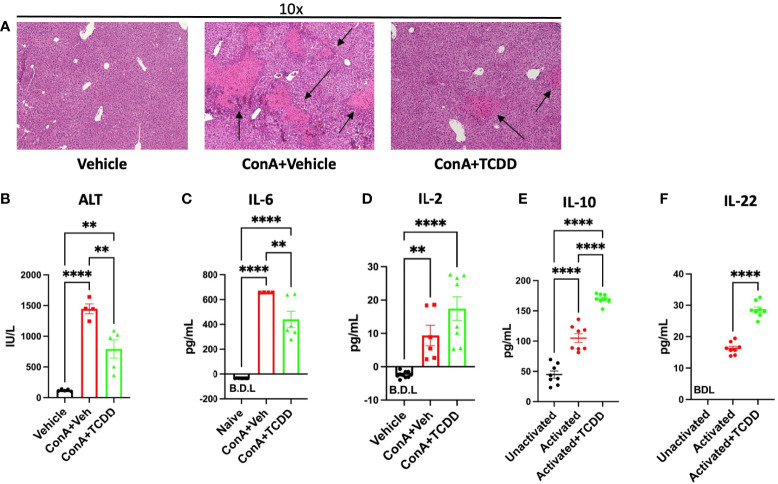
Treatment with TCDD ameliorates ConA-induced liver Injury. C57/BL6 mice were injected with ConA followed by vehicle or TCDD 1 hour later as described in Methods. After 24 hours, livers were perfused, sectioned, and stained with H&E and serum from blood collected. **(A)** Histopathological analysis shows infiltrating cells in the liver of ConA-treated mice when compared to the vehicle controls and TCDD treated group showing decreased infiltration of cells. Damaged areas are indicated by arrows **(B)** ALT levels in serum. **(C)** IL-6 levels and **(D)** IL-2 levels in the serum measured by ELISA. **(E)** Splenocytes were activated *in vitro* with ConA and exposed to TCDD, and the culture supernatants were assayed for IL-10 or **(F)** IL-22 by ELISA. Significance was determined by one-way ANOVA followed by Tukey’s posthoc test. Vertical bars represent Mean +/- SEM. **p < 0.01, ****p < 0.0001.

Next, we tested the levels of IL-6 in the serum which has been shown to cause damage to the liver cells during ConA-induced hepatitis (22). IL-6, an indicator of T cell proliferation, was increased following ConA injection while TCDD treatment caused a significant decrease in its level (**Figure 1C**). IL-2 secretion was increased following both ConA injection and TCDD treatment (**Figure 1D**). To test if TCDD caused a direct effect on the T cells, we cultured splenocytes *in vitro* with 5 μg/mL ConA, and after 1 hour, TCDD was added at a dose of 100nM. Supernatants were collected after 24 hours and ELISAs for IL-10 and IL-22 were conducted. We observed a significant increase in IL-10, an immunosuppressive cytokine following treatment with TCDD when compared to the vehicle controls (**Figure 1E**). In these cultures, we also measured IL-22 because it has been shown to ameliorate liver injury in other acute models (23). These data suggested that TCDD attenuates ConA-induced hepatitis by suppressing inflammatory cytokines and promoting anti-inflammatory cytokines.

### TCDD Treatment Alters the Ratio of Th17/Treg Cells in the Liver

To assess how TCDD affects the progression of hepatitis, phenotypic changes in the CD4+ lymphocyte subsets were examined specifically regarding the Th17 and Treg balance. Mouse livers were perfused and processed for liver mononuclear cells as described in Methods and were stained and the cells were analyzed by flow cytometry. Live cells that were CD45+CD3+CD4+Foxp3+ were considered to be Tregs and those that were CD45+CD3+CD4+RORγt+ were characterized as Th17. ConA treatment caused a significant increase in the percentage but not the absolute numbers of CD45+CD3+CD4+ RORγt+ Th17 cells, while TCDD treatment caused a significant decrease in the percentage of such cells (**Figures 2A, C, D**). Further, TCDD significantly increased the percentage (**Figures 2B, F**) as well as the absolute number (**Figure 2G**) of Foxp3+ Tregs when compared to the controls.

**Figure 2:**
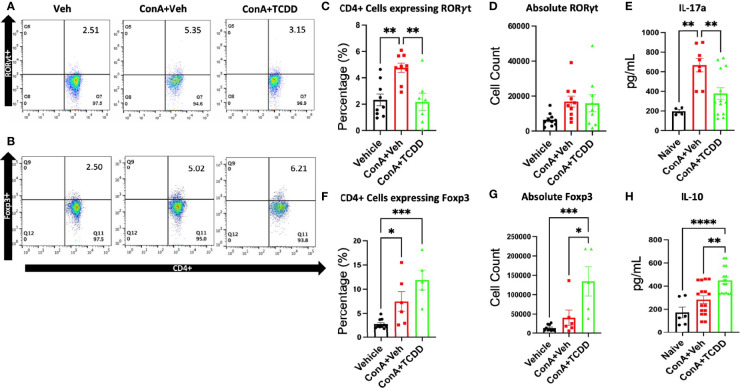
TCDD treatment alters the ratio of Th17/Treg cells in the liver. C57/BL6 mice were injected with ConA followed by vehicle or TCDD 1 hour later as described in **Figure 1** legend. After 24 hours, liver mononuclear cells were harvested and stained for Th17 (CD4+RORγt+) and Treg cells (CD4+Foxp3+). **(A, B)** Representative flow plots showing cells double-stained for the markers. **(C)** Percentage of Th17 cells. **(D)** The absolute number of Th17 cells found per animal. **(E)** Measurement of IL-17A by ELISA in cell cultures. **(F)** Percentage of cells expressing CD4+FoxP3+. **(G)** Total number of cells expressing Foxp3/per mouse. **(H)** Measurement of IL-10 in cultures. (n = 5-10 mice) Significance was determined by one-way ANOVA followed by Tukey’s *post-hoc* test. Vertical bars represent Mean +/- SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Next, we measured the production of cytokines, IL-17A and IL-10, by the liver mononuclear cells isolated from mice in each treatment group cultured *in vitro*. The culture supernatants tested using ELISA showed that TCDD treated mice had increased secretion of IL-10 (**Figure 2H**), as well as a decrease in the concentration of IL-17A, the signature cytokine of Th17 cells (**Figure 2E**) when compared to the controls. Together, these data demonstrated that TCDD increases the percentage and numbers of Tregs while decreasing the percentages of Th17 cells.

### ScRNA-Seq Reveals That ConA Alters T Cell and B Cell Phenotypes

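Concanavalin A (ConA) is a plant lectin that stimulates T cells and causes hepatitis when injected into mice, and TCDD is a dioxin that binds the AhR, a receptor inside cells that switches genes on when a ligand occupies it. C57/BL6 mice were given 12.5 mg/kg ConA intravenously, and 10 µg/kg TCDD or its corn oil vehicle 1 hour later. Liver mononuclear cells were taken 24 hours after ConA by enzymatic dissociation, a Percoll gradient and lysis of red cells, and were processed with the 10x Genomics 5′ assay. In this assay a droplet joins a cell to a bead, whose oligonucleotides mark each captured RNA molecule with a cell barcode and a unique molecular identifier (UMI). Reads that carry the same UMI are counted as 1 molecule. The authors aligned the reads to mm10 with Cell Ranger version 3.0.2 and deposited, for each library, the number of UMIs per gene and cell barcode, with no normalization. Each group had 1 library, and the paper's text does not give the number of mice behind a library. The paper states its depth in reads per cell, whereas the values here use the deposited UMIs. These summed to 5952445 in Naïve, 19252211 in ConA+Veh and 12077209 in ConA+TCDD. The median cell held 2161, 3984 and 3761.5 UMIs and 959, 1435 and 1307 detected genes, respectively, so that a Naïve cell was measured at a lower depth than a cell of either ConA group. The median share of mitochondrial UMIs was 4.47%, 2.66% and 2.73%.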

scRNA-sequencing was performed on isolated liver infiltrating mononuclear cells to further examine the phenotypic immunological changes observed upon ConA challenge and TCDD treatment. A total of 2086 cells from the Naïve sample, 2779 cells from the ConA+Veh sample, and 1880 cells from the ConA+TCDD sample were captured and sequenced. 

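Beginning with the UMI counts, the cells of the 3 libraries were clustered together, with no cell left out because the paper states no filter. Counts were scaled to 10000 per cell and log transformed, and 2000 variable genes, 30 principal components, a graph of 15 nearest neighbours and the Leiden method at resolution 1 gave clusters C0 to C32. The T and NK cells were then clustered again into T0 to T19. The genes that the paper reports as altered were left out of the variable genes, so that none of them defined a cluster. The measures, the alternatives tried and a first list of marker genes for each cell type were chosen before the data were examined, whereas some of the lists were changed, and the rules for scoring a cluster against them were set, after the clusters had been seen. The names are therefore rebuilt, each is given as a likeness, and a difference from the study may come from them. Within a type, the UMIs of a gene were summed over the cells of a library and divided by all UMIs of those cells, as counts per 1000000 UMIs (CPM). Values in parentheses after a CPM are the exact 95% Poisson interval of the sum, those after a percentage are the exact (Clopper-Pearson) 95% binomial interval, and those after a log2 ratio follow from the exact binomial distribution of both sums. They cover counting error only. With 1 library per condition no difference has a replicate check, no p-value is given, and every comparison is between libraries. Scrublet marked 10, 8 and 1 cells as doublets in Naïve, ConA+Veh and ConA+TCDD, which is 0.479%, 0.288% and 0.053% of their cells and too few for a working call, so doublets must be taken as still present. Gene positions are those of GRCm38, from gene start to gene end, and each gene measured at a claim is protein-coding apart from the immunoglobulin constant genes *Ighm* and *Ighd*. Several of the genes, among them *Ptma*, *Hspe1*, *Tmsb4x*, *Actb*, *Aldoa* and *Rpl37a*, belong to families with near-identical copies in the genome, and the authors' counting could have lost reads to those copies.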

The t-distributed stochastic neighbor embedding (tSNE) statistical method was used to generate the plot annotating each sample by color (**Figure 3A**). 

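Of the cells of each library, 52.4% (50.3 to 54.6%) in Naïve, 31.0% (29.3 to 32.8%) in ConA+Veh and 26.4% (24.5 to 28.5%) in ConA+TCDD were B-like, from clusters led by genes such as *Cd79a*, *Cd79b*, *Ms4a1* and *Ebf1*. On the log2 scale the ratio of this share was −0.76 (−0.89 to −0.63) for ConA+Veh over Naïve and −0.23 (−0.39 to −0.07) for ConA+TCDD over ConA+Veh. The alternative that moved it most was clustering each library alone, where these ratios were −1.10 and 0.03. T or NK-like cells made up 35.3% (33.2 to 37.4%) in Naïve, 42.1% (40.2 to 43.9%) in ConA+Veh and 56.3% (54.0 to 58.5%) in ConA+TCDD. Several clusters came almost wholly from 1 library and may reflect that library, not a cell type. Cluster C0 (*Fcer2a*, *Ebf1*, *Siglecg*) held 966 Naïve, 6 ConA+Veh and 0 ConA+TCDD cells, whereas the B-like cluster C1 (*Ly6d*, *Cd79b*, *Tnfrsf13c*) held 53, 657 and 231. In ConA+TCDD the B-like cluster C10 (*Mreg*, *Cd86*, *Cd200*) held 164 cells against 12 in Naïve and 31 in ConA+Veh. Among the T and NK cells, clusters T3 (*Gadd45b*, *Cd200*), T10 (*Ctla2a*, *Ifng*) and T17 (*Perp*, *Furin*) were almost confined to the same library, at 10.4% (9.08 to 11.9%), 6.17% (5.13 to 7.35%) and 3.56% (2.77 to 4.50%) of its cells. T3 made up 0.288% of Naïve and 0.396% of ConA+Veh cells, T10 none of the Naïve and 0.288% of the ConA+Veh cells, and T17 none and 0.216%. These 3 clusters reached no T cell subtype under the naming thresholds, which were set after the clusters had been seen. The same thresholds kept 4 other clusters unnamed. T1, whose median share of mitochondrial UMIs was 17.4%, made up 0.24% (0.0779 to 0.558%), 6.41% (5.52 to 7.38%) and 5.11% (4.16 to 6.20%) of Naïve, ConA+Veh and ConA+TCDD. T2 (*Ly6c2*, *Cd7*, *Trdc*) made up 2.54% (1.91 to 3.31%), 4.28% (3.56 to 5.10%) and 2.93% (2.21 to 3.79%). C16, led by the granule genes *Prtn3*, *Mpo* and *Elane*, made up 0.288% (0.106 to 0.625%), 2.45% (1.91 to 3.09%) and 3.19% (2.44 to 4.09%), and C32 (*Clu*, *Spp1*, *Krt18*) made up 0.0959% (0.0116 to 0.346%), 0.36% (0.173 to 0.661%) and 0.16% (0.0329 to 0.466%). T19, which carried both *Cd79a* and T cell genes as doublets would, was left unnamed at 0.192%, 0.396% and 0.479%.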

We observed that ConA-treated mice showed unique clusters of immune cells when compared to the naïve mice and there were significant differences noted following TCDD treatment (**Figure 3B**). For example, we observed CD55+ B cells in the naïve mice which were completely lacking in ConA+vehicle and ConA+TCDD treated groups (**Figure 3B**). Also, the ConA+vehicle group had mature B cells (IgM+IgD+) which were deficient in the Naïve group and were markedly decreased in the ConA+TCDD group (**Figure 3B**). Additionally, NKT cells were predominantly present in the ConA+vehicle group when compared to the Naïve group while the ConA+TCDD group showed a significant decrease in this population (**Figure 3B**).

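*Cd55* (ENSMUSG00000026399, chromosome 1 from 130439027 to 130462744) encodes decay accelerating factor, and its neighbour *Cd55b* is a near-identical copy with which the authors' counting could have split its reads. Across the B-like cells, *Cd55* was at 395 CPM (372 to 419) in Naïve, 63.7 CPM (56.8 to 71.2) in ConA+Veh and 46.4 CPM (38.1 to 55.9) in ConA+TCDD. These levels rest on 1087, 308 and 109 UMIs. As a log2 ratio this is −2.63 (−2.82 to −2.45) for ConA+Veh over Naïve and −0.46 (−0.79 to −0.14) for ConA+TCDD over ConA+Veh. The difference from Naïve was smallest when the mean UMI per cell was taken with no correction for depth, at a log2 ratio of −1.48. Within C1 it was −0.15 (−0.76 to 0.54), so that the difference lies mostly between the B-like clusters that the libraries hold.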

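IgM and IgD are encoded by *Ighm* (ENSMUSG00000076617, chromosome 12 from 113418558 to 113422730) and *Ighd* (ENSMUSG00000104213, chromosome 12 from 113406604 to 113416324). Cluster C1, whose shares of the 3 libraries lie nearest to those of the paper's mature B cells, made up 2.54% (1.91 to 3.31%) in Naïve, 23.6% (22.1 to 25.3%) in ConA+Veh and 12.3% (10.8 to 13.9%) in ConA+TCDD. In the B-like cells, *Ighm* was at 2379.9 CPM (2323 to 2438) in Naïve, 1884 CPM (1846 to 1924) in ConA+Veh and 1187 CPM (1144 to 1232) in ConA+TCDD. Its log2 ratio was −0.34 (−0.38 to −0.29) for ConA+Veh over Naïve and −0.67 (−0.73 to −0.61) for ConA+TCDD over ConA+Veh. With the mean UMI per cell and no correction for depth, the former changed direction to 0.82, and within C1 it was 0.33 (0.19 to 0.47), also a rise. *Ighd* was at 761 CPM (729 to 795) in Naïve, 317 CPM (302 to 334) in ConA+Veh and 263 CPM (243 to 284) in ConA+TCDD, with log2 ratios of −1.26 (−1.36 to −1.17) and −0.27 (−0.41 to −0.14) for the same comparisons, and −0.58 (−0.82 to −0.33) within C1 for ConA+Veh over Naïve. After each cell had been thinned at random to 1000 UMIs, so that depth no longer differed, the share of B-like cells with a UMI of both genes was 44.4% (41.4 to 47.5%) in Naïve, 21.5% (18.6 to 24.5%) in ConA+Veh and 18.5% (14.9 to 22.5%) in ConA+TCDD. Without thinning these shares were 74.7%, 66.6% and 51.7%. Taken by itself, *Ighm* was found in 85.7%, 72.6% and 62.4% of the thinned B-like cells. T or NK-like cells at the same depth, which should lack *Ighm*, held it in 16.4%, 6.76% and 6.40%, as free RNA or doublets would give. *Ighd* was found in 51.9%, 29.8% and 23.1% of the thinned B-like cells and in 0.158%, 0.183% and 0.103% of the T or NK-like cells.

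**Figure D1:**
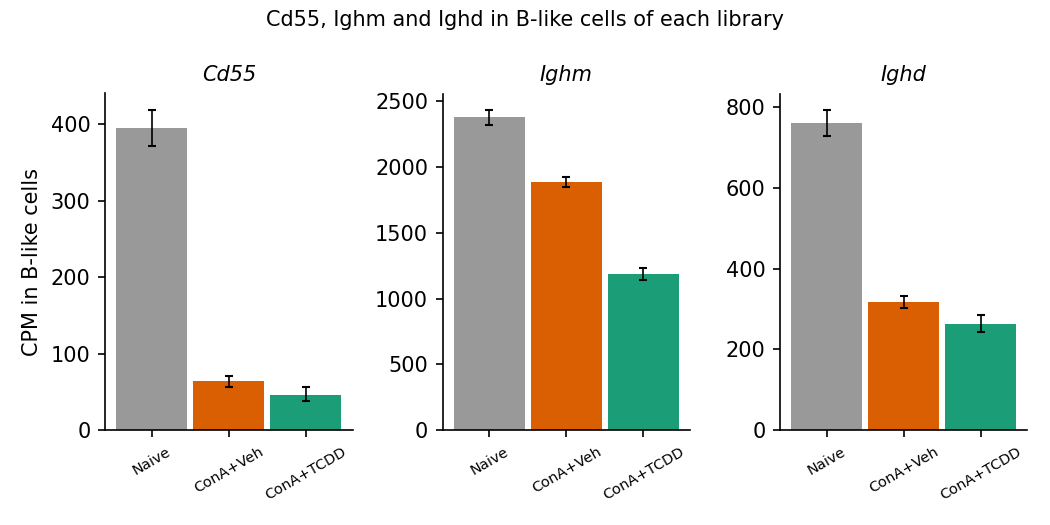
CPM (vertical axes) of *Cd55*, *Ighm* and *Ighd* in the B-like cells of the Naïve, ConA+Veh and ConA+TCDD libraries (horizontal axes). Bars are the summed UMIs of 1 library each and error bars the exact 95% Poisson interval, and in all 3 panels the Naïve bar is the highest and the ConA+TCDD bar the lowest.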

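Of the re-clustered T and NK cells, 2 clusters were NKT-like. Cluster T5 was led by *Cxcr6*, *Mmp9*, *Tcrg-C1* and *Cd40lg* and held 162 Naïve, 4 ConA+Veh and 4 ConA+TCDD cells. Cluster T13 was led by *Il4*, *Ly6c1* and *Zbtb16* and held 7, 59 and 37. The NKT-like cells of Naïve and of the ConA groups thus came from different clusters. NK-like cells, which had *Ncr1*, *Klre1* and *Prf1* and few *Cd3e* UMIs, were 193, 306 and 200.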

**Figure 3:**
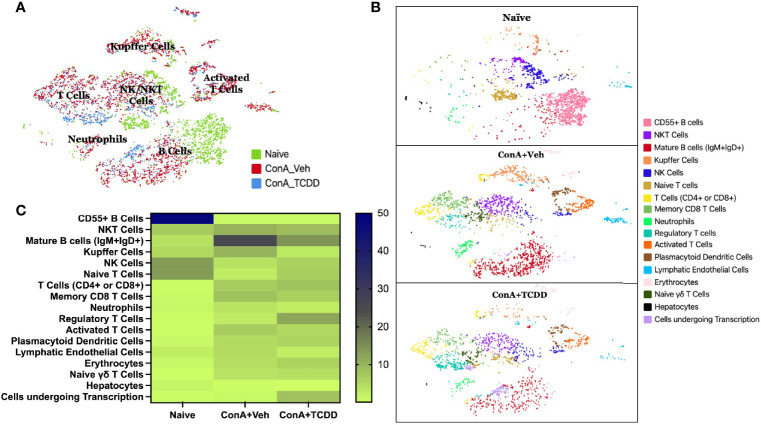
Identification of changes in cellular types following ConA-induced hepatitis using scRNA-seq. C57/BL6 mice were injected with ConA followed by vehicle or TCDD 1 hour later as described in **Figure 1** legend. Liver infiltrating cells were isolated and scRNA-seq was performed as described in Methods. **(A)** tSNE plot with each treatment group separated by color and main clusters labeled. **(B)** tSNE plot separated by sample group and colored to show varying stages of activation and differentiation **(C)** Heatmap of the percentages of cells contained in each tSNE cluster with the increases in the percentage shown by the change in color from light to dark.

**Figure 3C** shows data following normalization of the percentage of cells per cluster using the total number of captured events. These data demonstrated a depletion of CD55+ B cells upon ConA challenge when compared to the naïve mice and ConA+TCDD group (**Figure 3C**). Specifically, 29.96% of the cells observed in the Naïve group were CD55+ B cells, while those in the ConA+Vehicle and ConA+TCDD group made up 0.07% and 0.21% respectively (**Figure 3C**). 

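Each B-like cell was thinned to the same depth before the cells with a *Cd55* UMI were counted, leaving out 32, 84 and 69 shallower cells of Naïve, ConA+Veh and ConA+TCDD. A *Cd55* UMI was then found in 33.6% (30.8 to 36.5%) in Naïve, 8.87% (6.97 to 11.1%) in ConA+Veh and 7.71% (5.37 to 10.7%) in ConA+TCDD. T or NK-like cells, which served as the background and of which 102, 75 and 89 were left out, held it in 3.63% (2.31 to 5.39%) in Naïve, 1.55% (0.908 to 2.48%) in ConA+Veh and 1.14% (0.568 to 2.02%) in ConA+TCDD. The median number of UMIs before thinning was 2161, 4507 and 3550 in the B-like cells and 2497.5, 5067.5 and 5024 in the T or NK-like cells. Unthinned, the shares of B-like cells were 56.4%, 27.1% and 18.1%. On the log2 scale the thinned share fell by 1.92 from Naïve to ConA+Veh, and unthinned counting moved this most, to −1.05. Between ConA+Veh and ConA+TCDD the thinned shares lay within each other's intervals.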

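Over all cells of a library, and counting each B-like cell with at least 1 *Cd55* UMI at its deposited depth, Cd55-positive B-like cells made up 29.6% (27.6 to 31.6%) of Naïve, 8.42% (7.41 to 9.52%) of ConA+Veh and 4.79% (3.87 to 5.85%) of ConA+TCDD. These are 617, 234 and 90 cells. A UMI in a cell is a different criterion from membership of a cluster, and the cells of ConA+Veh and ConA+TCDD held more UMIs than those of Naïve.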

There was also a higher percentage of NKT cells in the ConA+Veh group as compared to the others (**Table 1**). 

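NKT-like cells made up 8.10% (6.97 to 9.36%) in Naïve, 2.27% (1.75 to 2.89%) in ConA+Veh and 2.18% (1.57 to 2.95%) in ConA+TCDD. For this share the log2 ratio was −1.84 (−2.28 to −1.41) for ConA+Veh over Naïve and −0.06 (−0.66 to 0.53) for ConA+TCDD over ConA+Veh, so that a difference between the ConA groups was not detectable at this number of cells, and the latter was 0.56 at resolution 0.5. The ratio to Naïve was moved most, to −6.69, by clustering all 4 libraries together. With each library clustered alone no Naïve cluster was named NKT-like, and the shares were 2.91% in ConA+Veh and 2.07% in ConA+TCDD. NK-like cells made up 9.25% (8.04 to 10.6%) in Naïve, 11.0% (9.87 to 12.2%) in ConA+Veh and 10.6% (9.28 to 12.1%) in ConA+TCDD.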

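Regulatory T-like cells formed cluster T15, which was led by *Areg*, *Foxp3*, *Ikzf2* and *Tnfrsf4*. They were 32, 36 and 31 cells, or 1.53% (1.05 to 2.16%) in Naïve, 1.30% (0.909 to 1.79%) in ConA+Veh and 1.65% (1.12 to 2.33%) in ConA+TCDD. Its log2 ratio was −0.24 (−0.97 to 0.49) for ConA+Veh over Naïve and 0.35 (−0.39 to 1.08) for ConA+TCDD over ConA+Veh, and both intervals include 0. The former was moved most by leaving out the cells that Scrublet marked, to 3.04, and the latter by keeping the outcome genes in the clustering, to −0.06, so neither direction was stable. When each library was clustered alone, no regulatory T-like cluster was found that would give a ratio. Without reference to clusters, a *Foxp3* UMI was found in 0.336%, 0.648% and 0.957% of all cells in Naïve, ConA+Veh and ConA+TCDD, a rise not corrected for the lower depth of Naïve. After thinning to 1000 UMIs, which left out 168, 298 and 219 cells, the shares were 0.209% (0.0569 to 0.533%) in Naïve, 0.363% (0.166 to 0.688%) in ConA+Veh and 0.482% (0.208 to 0.947%) in ConA+TCDD, with 4, 9 and 8 such cells and overlapping intervals. With 500 UMIs they were 0.0959%, 0.072% and 0.319%, from 2, 2 and 6 cells, where ConA+Veh was below Naïve.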

Consistent with our flow cytometry data, we observed an increase in the percentage of Tregs upon TCDD treatment (Naïve: 0.48%, ConA+Veh: 2.70%, ConA+TCDD: 11.76%). Together, these data suggested that ConA, a polyclonal activator of T cells, can also alter the presence of various types of immune cells in the liver, and furthermore, TCDD can reverse some of these changes.

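Naive T-like cells made up 12.1% (10.8 to 13.6%) in Naïve, 2.34% (1.81 to 2.97%) in ConA+Veh and 1.81% (1.26 to 2.52%) in ConA+TCDD, a log2 ratio of −2.37 (−2.79 to −1.98) for ConA+Veh over Naïve and −0.37 (−1.01 to 0.25) for ConA+TCDD over ConA+Veh, which became 0.77 with each library clustered alone. Mononuclear phagocyte-like cells, named from the joined lists of Kupffer, monocyte and dendritic cell markers and with few UMIs of the Kupffer markers *Clec4f*, *Vsig4*, *Timd4* and *Marco*, made up 4.75% (3.87 to 5.75%) in Naïve, 10.6% (9.49 to 11.8%) in ConA+Veh and 3.40% (2.63 to 4.33%) in ConA+TCDD. Their share rose by 1.16 (0.83 to 1.5) on the log2 scale with ConA+Veh and the log2 ratio of ConA+TCDD to ConA+Veh was −1.64 (−2.05 to −1.25). Neutrophil-like cells made up 1.10% (0.7 to 1.65%) in Naïve, 3.71% (3.04 to 4.48%) in ConA+Veh and 2.34% (1.71 to 3.13%) in ConA+TCDD, with log2 ratios of 1.75 (1.09 to 2.47) and −0.66 (−1.21 to −0.14). For endothelial-like cells the shares were 2.11% (1.54 to 2.82%) in Naïve, 3.31% (2.68 to 4.04%) in ConA+Veh and 0.638% (0.33 to 1.11%) in ConA+TCDD, and the log2 ratios 0.65 (0.12 to 1.20) and −2.37 (−3.38 to −1.5). Plasmacytoid dendritic-like cells made up 1.15% in Naïve, 0.72% in ConA+Veh and 0.851% in ConA+TCDD, with 24, 20 and 16 cells and overlapping intervals. Hepatocyte-like cells made up 1.73% in Naïve, 2.91% in ConA+Veh and 1.54% in ConA+TCDD. All 81 ConA+Veh and 29 ConA+TCDD cells of this class lay in C19, which had a median of 57.8% mitochondrial UMIs, while 27 of the 36 Naïve cells lay in C31, and with the 4 libraries clustered together the ConA+Veh share was 0.252%. Erythroid-like cells made up 0.959% in Naïve, 2.30% in ConA+Veh and 4.52% in ConA+TCDD, and stellate or fibroblast-like cells numbered 2, 15 and 12. The shares of a library sum to a fixed total, so a rise of some classes lowers the others. Since shares of CD55+ B, mature B, NKT and regulatory T cells differed between its 3 groups, the paper proposes that ConA alters the presence of several immune cell types in the liver beyond T cells, and that TCDD can reverse part of these changes.

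**Figure D2:**
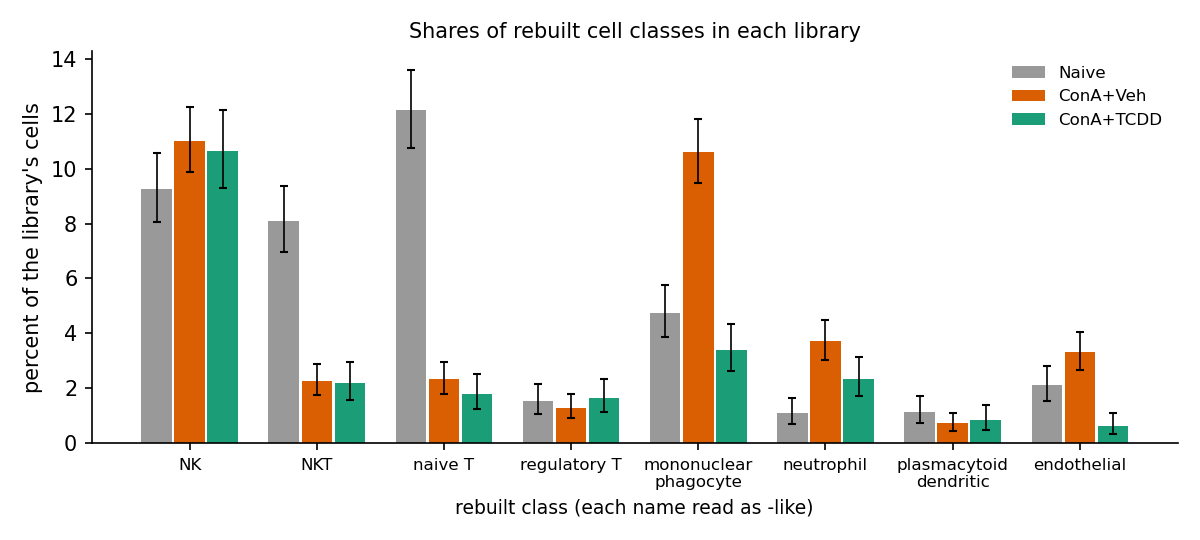
Percentage of each library's cells (vertical axis) in 8 rebuilt classes (horizontal axis), for Naïve in grey, ConA+Veh in orange and ConA+TCDD in green. Bars are 1 library each, error bars the exact 95% binomial interval, and the mononuclear phagocyte-like, neutrophil-like and endothelial-like bars are highest in ConA+Veh while the NKT-like and naive T-like bars are highest in Naïve.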

**Table 1:** Percentage of cells in each cluster from scRNA-seq.

Column1	Naïve	ConA+Veh	ConA+TCDD
CD55+ B Cells	47.84%	0.68%	0.74%
NKT Cells	7.00%	10.11%	8.78%
Mature B cells (IgM+IgD+)	3.88%	25.08%	14.36%
Kupffer Cells	5.13%	10.08%	3.03%
NK Cells	13.18%	4.07%	6.22%
Naive T Cells	13.37%	2.52%	6.60%
T Cells (CD4+ or CD8+)	0.48%	6.94%	8.09%
Memory CD8 T Cells	0.77%	8.13%	6.28%
Neutrophils	1.10%	3.67%	2.29%
Regulatory T Cells	0.48%	2.70%	11.76%
Activated T Cells	0.19%	6.77%	5.21%
Plasmacytoid Dendritic Cells	1.01%	5.04%	5.74%
Lymphatic Endothelial Cells	2.35%	4.82%	2.39%
Erythrocytes	1.10%	4.39%	5.85%
Naive γδ T cells	0.29%	3.74%	4.31%
Hepatocytes	1.44%	0.40%	0.11%
Cells undergoing Transcription	0.38%	0.86%	8.24%

### Fcer1g, Ptma, Hspe1, and Tcea1 as Significantly Dysregulated Genes in NKT, Mature B Cells, and CD4/CD8 T Cell Clusters

We created heatmaps consisting of the top 50 differentially expressed genes per treatment group for each cluster. The known functions of the significantly altered genes has been shown in **Table 2**. Within the NKT cell cluster, the expression of *Fcer1g*, a regulatory gene associated with CD8+ T cell function (24), was upregulated with ConA challenge and further upregulated upon TCDD treatment (**Figures 4A, D**). 

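*Fcer1g* (ENSMUSG00000058715, chromosome 1 from 171229572 to 171234365) encodes the gamma chain of the high-affinity IgE receptor. In the NKT-like cells it was at 40.4 CPM (24.7 to 62.5) in Naïve, 67.8 CPM (50.2 to 89.6) in ConA+Veh and 34.5 CPM (20.1 to 55.2) in ConA+TCDD, from 20, 49 and 17 UMIs. Between ConA+Veh and Naïve the log2 ratio was 0.75 (−0.03 to 1.57), and it was −0.97 (−1.86 to −0.15) for ConA+TCDD over ConA+Veh. The NK-like cells expressed *Fcer1g* at far higher levels, with 2657 CPM (2486 to 2835) in Naïve, 3938 CPM (3816 to 4063) in ConA+Veh and 3903 CPM (3749 to 4062) in ConA+TCDD. There the log2 ratios were 0.57 (0.46 to 0.67) and −0.01 (−0.09 to 0.06), the latter too small to be separated from counting error.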

Within the mature B cells cluster, prothymosin-α (*Ptma)* and heat shock protein family E member 1 (*Hspe1)* were identified as genes of interest due to significant changes observed in their expression levels per group (**Figure 4B**). *Ptma*, a gene considered to have immunostimulant properties specifically in terms of IL-2 expression and induction of Th1 responses (25), was upregulated upon ConA exposure in Mature B cells when compared to the naïve group (ConA+Veh mean: 4.06, Naïve mean: 3.3) and downregulated upon TCDD treatment (ConA+TCDD mean: 3.98) (**Figure 4E**). Also, *Hspe1*, shown to be involved in apoptosis and suppression of T cell activation (26), was upregulated in the ConA+Veh group when compared to the Naïve group and was downregulated ConA+TCDD group (**Figure 4F**). 

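*Ptma* (ENSMUSG00000026238, chromosome 1 from 86526726 to 86530712) was at 2391 CPM (2333 to 2449) in Naïve, 4171 CPM (4114 to 4229) in ConA+Veh and 4404 CPM (4319.5 to 4489.6) in ConA+TCDD in the B-like cells. Its log2 ratio was 0.80 (0.76 to 0.84) for ConA+Veh over Naïve and 0.08 (0.04 to 0.11) for ConA+TCDD over ConA+Veh. The mean of log2(1 + UMI) over cells was 2.33 (SD 1.05) in Naïve, 3.69 (SD 1.65) in ConA+Veh and 3.41 (SD 1.77) in ConA+TCDD, with the SD over cells, which are not replicates. Thus the sign of the difference between the ConA groups depended on the measure, being positive in CPM and negative in the mean of log2 values and in the mean UMI per cell, at −0.17. With each library clustered alone the difference of the mean log2 values was 0.07. In cluster C1 alone, the largest B-like cluster of both ConA groups, the mean log2 values were 3.41, 3.91 and 3.99 in Naïve, ConA+Veh and ConA+TCDD.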

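In the B-like cells *Hspe1* (ENSMUSG00000073676, chromosome 1 from 55088132 to 55091307) was at 369 CPM (347 to 393) in Naïve, 1177 CPM (1147 to 1208) in ConA+Veh and 1288 CPM (1242 to 1334) in ConA+TCDD. This is a log2 ratio of 1.67 (1.58 to 1.77) for ConA+Veh over Naïve and of 0.13 (0.07 to 0.19) for ConA+TCDD over ConA+Veh. The latter became −0.14 when the mean of each cell's UMIs per 10000 was used in place of the summed CPM and −0.12 with the mean UMI per cell. Within C1 the ratio of ConA+Veh to Naïve was only 0.17 (0.00 to 0.34), and that of ConA+TCDD to ConA+Veh 0.32 (0.25 to 0.40).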

In the cluster containing CD4+ and CD8+ T cells, we observed downregulation of transcription elongation factor A1 *(Tcea1)* expression in the ConA+Veh group when compared to the Naïve group and was not altered further in the ConA+TCDD group (**Figures 4C, G**). This gene has been implicated in myeloid cells proliferation, differentiation, and survival (27), though its role in T cells is unknown.

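Clusters with *Cd8a* or *Cd8b1* in most cells, or with *Cd4* and few CD8 transcripts, gave 313, 526 and 315 CD4 or CD8 T-like cells in Naïve, ConA+Veh and ConA+TCDD. *Tcea1* (ENSMUSG00000033813, chromosome 1 from 4857814 to 4897909) was at 172 CPM (151 to 197) in Naïve, 197 CPM (187 to 207) in ConA+Veh and 201 CPM (188 to 214) in ConA+TCDD in these cells. For ConA+Veh over Naïve the log2 ratio was 0.19 (−0.01 to 0.40), and for ConA+TCDD over ConA+Veh it was 0.03 (−0.09 to 0.15), so neither difference exceeded counting error. With each library clustered alone the latter was −0.22.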

**Table 2:** Target genes and functions.

Gene	Associated Function
*Fcer1g*	Limit CD8+ T cell expansion^24^
*Ptma*	Induce Th1 response^25^
*Hspe1*	Suppress T cell activation^26^ Involved in apoptosis^86^ Induce Tregs^87^
*Tcea1*	Proliferation, differentiation, and survival of myeloid cells^27^
*Lyz2*	Bacteriolytic enzyme found in macrophages^88^
*C1qb*	Drive macrophage polarization^28,89^
*Srgn*	Regulate secretion of inflammatory mediators and promotes tumor aggression^29,30,90^
*Gzma*	Induce apoptosis/cytolysis^31^
*Tmsb4x*	Cellular migration and repair^32,91^
*Ccl5*	Recruit hepatic leukocytes^92^
*Cd52*	Inhibit activation of NF-κB^75^
*Slpi*	Inhibition of neutrophil infiltration^34^
*Il1b*	Inflammatory cytokine^93^
*Cxcr2*	Neutrophil migration^35^
*Rbm3*	Induce apoptosis^36^
*Aldoa*	Infiltration of leukocytes^37^
*Mt1*	Alter the Th17/Treg balance^38^
*Rgs1*	Influence migration and autoimmunity^39^
*Icos*	T cell activation^40^
*Cd28*	T cell co-stimulatory molecule^94^
*Ctla4*	Immune cell infiltration and checkpoint^41^
*Cd37*	Dendritic cell migration^42^
*Actb*	Cytoskeleton housekeeping protein associated with cancer metastasis^95^
*Cxcl10*	Promote T cell-endothelial cell adhesion^43^
*Rpl37a*	Suppress tumor cell proliferation via p53 activation^96^

**Figure 4:**
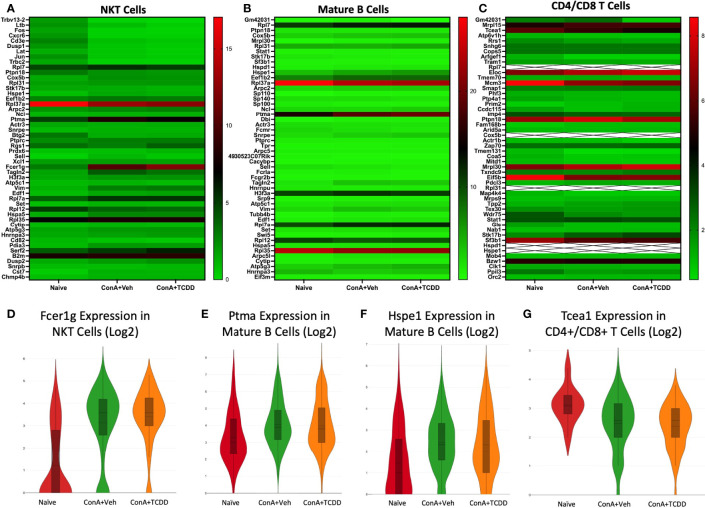
Analysis of changes in gene expression in NKT, Mature B cells, and CD4/CD8 T cell clusters. C57/BL6 mice were injected with ConA followed by vehicle or TCDD 1 hour later as described in **Figure 1** legend. Liver infiltrating cells were isolated and scRNA-seq was performed as described in Methods. Heatmaps consisting of the top 50 differentially expressed genes per treatment were generated using Loupe Browser. Heatmaps of differentially expressed genes from **(A)** NKT, **(B)** Mature B, and **(C)** CD4/CD8 T cells. In panel **(C)**, the X marked with some genes represents an expression level over 20. **(D-G)** Violin plot of Log2 *expression* of target genes.

### Gene Expression Changes Observed in Kupffer Cells and NK Cells Upon ConA Exposure and Subsequent TCDD Treatment

Within the Kupffer cell cluster, lysozyme 2 (*Lyz2)*, complement component 1q B chain (*C1qb)*, and serglycin *(Srgn)* were genes of interest found within the list of the top 50 differential genes (**Figure 5A**). 

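Of the mononuclear phagocyte-like cells, cluster C4 (*Arg1*, *Tgfbi*, *Hmox1*) held 21 Naïve, 257 ConA+Veh and 52 ConA+TCDD cells, cluster C22 (*Plbd1*, *Cst3*, *Cd209a*) held 77, 20 and 4, and C30 (*Fscn1*, *Ccl22*) 1, 18 and 8. The Kupffer cell markers *Clec4f*, *Vsig4*, *Timd4* and *Marco* were rare in these clusters. In Naïve, ConA+Veh and ConA+TCDD they had 0, 12 and 0, 0, 4 and 2, 0, 6 and 2, and 0, 16 and 1 UMIs. Of the other markers measured in the class, *Adgre1* had 29, 111 and 10 UMIs and *Hmox1* 214, 2057 and 211. For the rarity of the former 4 the class is not taken as a rebuilt Kupffer cell cluster. Summed over the class, *Lyz2* (ENSMUSG00000069516, chromosome 10 from 117277331 to 117282321) was at 8816 CPM (8548 to 9090.1) in Naïve, 2837 CPM (2768 to 2908) in ConA+Veh and 1445 CPM (1350.1 to 1544) in ConA+TCDD. This gives log2 ratios of −1.64 (−1.69 to −1.58) for ConA+Veh over Naïve and −0.97 (−1.08 to −0.87) for ConA+TCDD over ConA+Veh. The make-up of the class differed between libraries. In C22, *Lyz2* was at 14053 CPM in Naïve, 122 CPM in ConA+Veh and 183 CPM in ConA+TCDD, whereas in C4 it was at 2472 CPM, 3208 CPM and 1814 CPM, so that within C4 ConA+Veh was above Naïve.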

*Lyz2* was downregulated in the ConA+Veh group when compared to Naïve and it was further downregulated upon TCDD exposure (**Figure 5C**). 

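*C1qb* (ENSMUSG00000036905, chromosome 4 from 136880129 to 136886187) was at 1124 CPM (1030.0 to 1225) in Naïve, 2579 CPM (2513 to 2647) in ConA+Veh and 1036 CPM (957 to 1121) in ConA+TCDD in the mononuclear phagocyte-like cells. Its log2 ratio was 1.20 (1.07 to 1.33) for ConA+Veh over Naïve, −1.32 (−1.44 to −1.20) for ConA+TCDD over ConA+Veh and −0.12 (−0.29 to 0.05) for ConA+TCDD over Naïve. Within cluster C4 the levels were 2639 CPM (2417 to 2875) in Naïve, 2907 CPM (2832 to 2984) in ConA+Veh and 1331 CPM (1228 to 1439) in ConA+TCDD.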

*C1qb*, a known component of the complement shown to be positively correlated with macrophages and CD8+ cells in osteosarcoma (28), was significantly upregulated in the ConA+Veh group when compared to the Naïve and was downregulated with TCDD treatment (**Figure 5D**). 

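Levels of *Srgn* (ENSMUSG00000020077, chromosome 10 from 62493833 to 62527451) in the mononuclear phagocyte-like cells were 993 CPM (905 to 1088) in Naïve, 1934 CPM (1877 to 1993) in ConA+Veh and 2398 CPM (2275 to 2525) in ConA+TCDD, and the log2 ratios were 0.96 (0.82 to 1.10) for ConA+Veh over Naïve and 0.31 (0.22 to 0.40) for ConA+TCDD over ConA+Veh. Cluster C4 gave the same order, with 1271 CPM (1119 to 1438) in Naïve, 1897 CPM (1836 to 1958) in ConA+Veh and 2612 CPM (2468 to 2763) in ConA+TCDD. In C22, which had few ConA+TCDD cells, the log2 ratio was 1.06 (0.79 to 1.32) for ConA+Veh over Naïve. For ConA+TCDD over ConA+Veh it went the other way there, at −0.51 (−0.84 to −0.19).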

Notably, expression of the proteoglycan *Srgn* in the Kupffer cell cluster was markedly upregulated in the ConA+TCDD group (**Figure 5E**), when compared to the other two groups, emphasizing its ability to regulate protease, chemokine, and cytokine secretion (29, 30).

**Figure 5:**
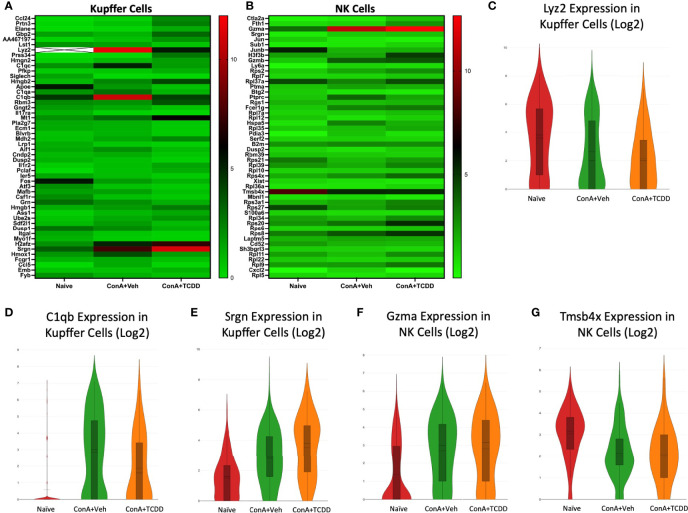
Gene expression changes observed in Kupffer cells and NK cells upon ConA exposure and subsequent TCDD treatment. C57/BL6 mice were injected with ConA followed by vehicle or TCDD 1 hour later as described in **Figure 1** legend. Liver mononuclear cells were isolated and scRNA-seq was performed as described in Methods. Heatmaps consisting of the top 50 differential genes per treatment were generated using Loupe Browser. Heatmaps of differentially expressed genes from **(A)** Kupffer cells and **(B)** NK cells. In panel **(A)**, the X marked with some genes represents an expression level over 20. **(C–G)** Violin plot of Log2 expression of target genes.

We identified granzyme a *(Gzma)* and thymosin beta-4x *(Tmsb4x)* as differential genes of interest in the NK cell cluster (**Figure 5B**). 

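In the NK-like cells, *Gzma* (ENSMUSG00000023132, chromosome 13 from 113093825 to 113100981) was at 7287 CPM (7004 to 7579) in Naïve, 19032 CPM (18764 to 19304) in ConA+Veh and 21544 CPM (21179.5 to 21914) in ConA+TCDD. The log2 ratios of ConA+Veh to Naïve and of ConA+TCDD to ConA+Veh were 1.39 (1.32 to 1.45) and 0.18 (0.15 to 0.21). The mean of log2(1 + UMI) over the NK-like cells was 2.73 (SD 1.83) in Naïve, 5.11 (SD 1.79) in ConA+Veh and 5.28 (SD 1.71) in ConA+TCDD. When each cell was scaled to 2920 UMIs before the log, an alternative chosen after seeing the data, the means were 3.44, 5.34 and 5.58.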

*Gzma* expression was significantly upregulated upon ConA+Veh exposure (ConA+Veh mean: 2.69 as compared to Naïve mean: 1.36) and further upregulated upon TCDD administration (ConA+TCDD mean: 2.81) (**Figure 5F**). Upregulation of this gene supports studies that suggest that secretion of *Gzma* by NK cells serves as a mechanism for target cell pyroptosis (31). Conversely, *Tmsb4x* expression was decreased in the ConA+Veh group when compared to Naïve and was increased following TCDD exposure (**Figure 5G**). This gene has been shown to promote cell migration but may also play a role in the regeneration and repair of damaged cells (32).

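*Tmsb4x* (ENSMUSG00000049775, chromosome X from 167207093 to 167209315) was at 9888 CPM (9557 to 10227) in Naïve, 12203 CPM (11988 to 12421) in ConA+Veh and 10985 CPM (10725 to 11249.8) in ConA+TCDD in the NK-like cells. This corresponds to a log2 ratio of 0.30 (0.25 to 0.36) for ConA+Veh over Naïve and −0.15 (−0.19 to −0.11) for ConA+TCDD over ConA+Veh.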

### Srgn, Ccl5, and Cd52 Identified as Dysregulated Genes of Interest in Naïve T Cell and Memory CD8+ Cell Clusters

Our Naïve T cell cluster showed few drastic differences in gene expression (**Figure 6A**). We identified *Srgn* and *Ccl5* as genes of interest. 

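The naive T-like cells came from clusters T8 and T11 (*Il7r*, *Klf2*, *S1pr1*), which held 138 and 112 Naïve cells and 2 and 0 of ConA+Veh, and T14 (*Igfbp4*, *Ly6c1*), which held 3 Naïve, 63 ConA+Veh and 34 ConA+TCDD cells. *Srgn* in them was at 482 CPM (434 to 533) in Naïve, 940.3 CPM (858 to 1028) in ConA+Veh and 1089 CPM (976 to 1212) in ConA+TCDD. The log2 ratio of ConA+Veh to Naïve was 0.97 (0.77 to 1.17), and that of ConA+TCDD to ConA+Veh was 0.21 (0.01 to 0.42), which became −0.04 as the mean of each cell's UMIs per 10000.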

*Srgn* was again upregulated in both ConA exposed groups within this cluster (**Figure 6C**). As expected, *Ccl5* expression was upregulated in Naïve T cells in groups exposed to ConA (**Figure 6D**), supporting the recruitment of leukocytes to the inflamed liver upon activation. 

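*Ccl5* (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518) was at 304 CPM (266 to 345) in Naïve, 15.6 CPM (6.75 to 30.8) in ConA+Veh and 6.50 CPM (0.787 to 23.5) in ConA+TCDD in the naive T-like cells, from 232, 8 and 2 UMIs. The log2 ratio of ConA+Veh to Naïve was −4.28 (−5.51 to −3.28), and that of ConA+TCDD to Naïve was −5.55 (−8.60 to −3.68). Between the ConA groups it was −1.27 (−4.54 to 1.06), which the few UMIs do not resolve, and 2.42 among cells with at least 200 genes and at most 10% mitochondrial UMIs. The naive T-like cells of Naïve and of the ConA groups lay in different clusters. Those of Naïve included a CD8 T-like cluster, whereas the main cluster of the ConA groups was not CD8 T-like. The ratios to Naïve may thus reflect which naive T-like cells each library held.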

In the cluster containing Memory CD8+ T cells, we noticed changes within the expression of *Cd52* (**Figure 6B**). *Cd52* was upregulated in the ConA alone group and downregulated in the ConA+TCDD group (**Figure 6E**). 

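No cluster was rebuilt as memory CD8 T cells. *Cd52* (ENSMUSG00000000682, chromosome 4 from 134082448 to 134095082) was therefore measured in the CD8 T-like cells outside the naive T-like clusters, of which there were 14 in Naïve, 287 in ConA+Veh and 160 in ConA+TCDD. It was at 1564 CPM (1373 to 1774) in Naïve, 1753 CPM (1715 to 1791) in ConA+Veh and 1424 CPM (1379.5 to 1469) in ConA+TCDD. The log2 ratio was 0.16 (−0.02 to 0.35) for ConA+Veh over Naïve, with an interval that includes 0, and −0.30 (−0.36 to −0.24) for ConA+TCDD over ConA+Veh. With each library clustered alone the latter was 0.05.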

Antibodies against CD52 have been used to decrease the level of surface antigen and treat multiple sclerosis and its murine model experimental autoimmune encephalomyelitis (EAE) (33).

**Figure 6:**
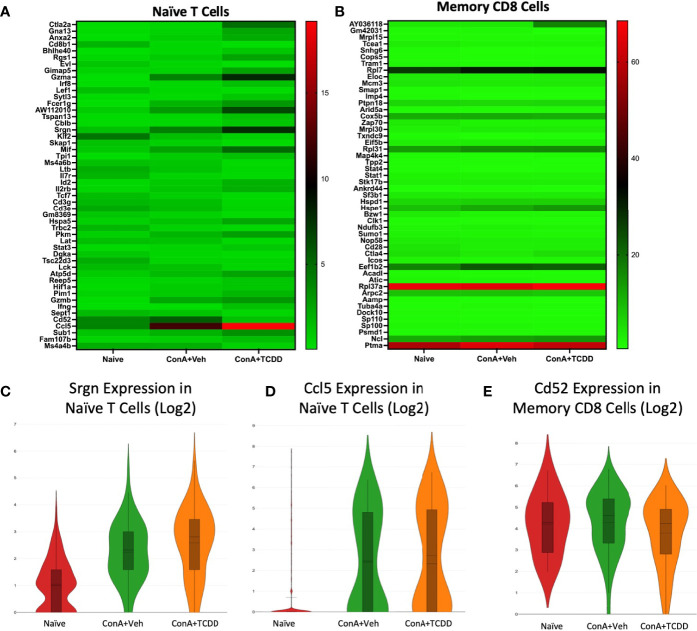
Srgn, Ccl5, and Cd52 identified as dysregulated genes of interest in Naïve T Cell and Memory CD8+ T Cell clusters. C57/BL6 mice were injected with ConA followed by vehicle or TCDD 1 hour later as described in **Figure 1** legend. Liver infiltrating cells were isolated and scRNA-seq was performed as described in Methods. Heatmaps consisting of the top 50 differential genes per treatment were generated using Loupe Browser. Heatmaps of differentially expressed genes from **(A)** Naïve T cells and **(B)** Memory CD8+ T cells. **(C–E)** Violin plot of Log2 expression of target genes.

### Analysis of Gene Dysregulation in Neutrophils

We observed the transcription profile of the cluster from our scRNA-seq data containing neutrophils. Secretory leukocyte protease inhibitor *(Slpi)*, *Fcer1g*, *Il1b*, and *Cxcr2* were identified as genes of interest due to their considerably different expression levels within each group (**Figure 7A**). *Slpi*, a protease inhibitor that has been shown to inhibit neutrophil infiltration but upregulated in carcinomas (34), was upregulated with ConA+Veh treatment when compared to the Naïve controls and reversed following TCDD treatment (**Figure 7B**). 

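The neutrophil-like cells formed cluster C14, led by *S100a9*, *S100a8* and *Retnlg*. *Slpi* (ENSMUSG00000017002, chromosome 2 from 164354070 to 164389095) was at 1438 CPM (1121 to 1817) in Naïve, 2697 CPM (2506 to 2899) in ConA+Veh and 1992 CPM (1725 to 2289) in ConA+TCDD in them. On the log2 scale these differ by 0.91 (0.55 to 1.28) for ConA+Veh over Naïve and −0.44 (−0.67 to −0.21) for ConA+TCDD over ConA+Veh.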

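Among the neutrophil-like cells the level of *Fcer1g* was 2918 CPM (2457 to 3439) in Naïve, 3587 CPM (3367 to 3819) in ConA+Veh and 4365 CPM (3965 to 4794) in ConA+TCDD, a log2 ratio of 0.30 (0.04 to 0.56) for ConA+Veh over Naïve and 0.28 (0.12 to 0.45) for ConA+TCDD over ConA+Veh.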

We also observed an increase in *Fcer1g* expression upon ConA exposure when compared to the Naïve control, which was not further altered following TCDD treatment (**Figure 7C**). Interestingly, *Il1b* expression was significantly downregulated in ConA+TCDD treatment when compared to the ConA+Veh group (**Figure 7D**), supporting the ability of TCDD to reduce pro-inflammatory cytokine secretion. Similarly, the cell migratory marker *Cxcr2* was also found to be downregulated in these cells following treatment with TCDD (**Figure 7E**), evidencing the ability of TCDD to reduce migration of neutrophils (35).

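*Il1b* (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) in the neutrophil-like cells was at 3554 CPM (3045 to 4125) in Naïve, 2712 CPM (2520.0 to 2914) in ConA+Veh and 2112 CPM (1837 to 2417) in ConA+TCDD. On the log2 scale its ratio was −0.36 (−0.59 to −0.14) for ConA+TCDD over ConA+Veh and −0.39 (−0.63 to −0.14) for ConA+Veh over Naïve. The latter all but vanished, at −0.0016, as the mean of each cell's UMIs per 10000.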

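*Cxcr2* (ENSMUSG00000026180, chromosome 1 from 74153989 to 74161246) was at 1027 CPM (762 to 1354) in Naïve, 642 CPM (551 to 745) in ConA+Veh and 410.5 CPM (295 to 557) in ConA+TCDD in the same cells, from 50, 176 and 41 UMIs. The log2 ratio of ConA+TCDD to ConA+Veh was −0.65 (−1.17 to −0.15), and that of ConA+Veh to Naïve −0.68 (−1.14 to −0.19). As the mean of each cell's UMIs per 10000 the former was −0.19, still within its interval.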

**Figure 7:**
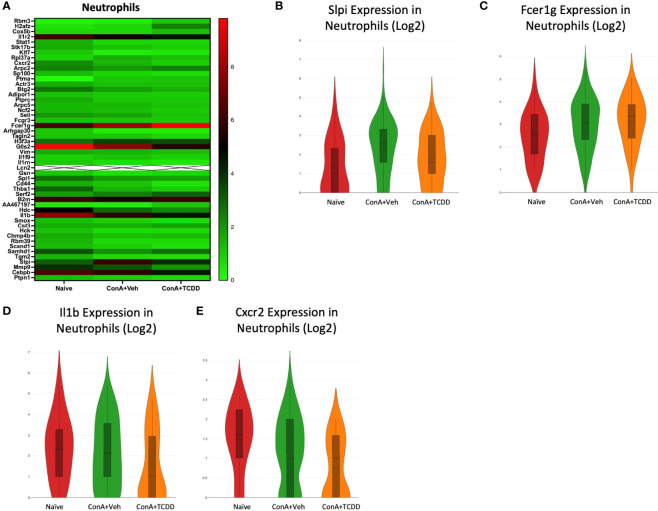
Analysis of gene dysregulation in Neutrophils. C57/BL6 mice were injected with ConA followed by vehicle or TCDD 1 hour later as described in **Figure 1** legend. Liver infiltrating cells were isolated and scRNA-seq was performed as described in Methods. Heatmaps consisting of the top 50 differential genes per treatment were generated using Loupe Browser. Heatmaps of differentially expressed genes from **(A)** Neutrophils. In panel **(A)**, the X marked with some genes represents an expression level over 20. **(B–E)** Violin plot of Log2 expression of target genes.

### Elucidation of Regulatory T Cell Transcription Profiles

Upon observing the top 50 differential genes in the Regulatory T cell group, we selected RNA-binding motif 3 *(Rbm3)*, aldolase a (*Aldoa)*, metallothionein 1 (*Mt1)*, *Srgn*, and *Cd52* as genes of interest (**Figure 8A**). 

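In the regulatory T-like cells, *Rbm3* (ENSMUSG00000031167, chromosome X from 8138975 to 8145880) was at 473 CPM (329.7 to 658) in Naïve, 505 CPM (392 to 642) in ConA+Veh and 704 CPM (553 to 882) in ConA+TCDD, from 35, 67 and 75 UMIs. ConA+Veh over Naïve gave a log2 ratio of 0.09 (−0.52 to 0.73), and −0.74 among cells with at least 200 genes and at most 10% mitochondrial UMIs. For ConA+TCDD over ConA+Veh it was 0.48 (−0.02 to 0.98), and −0.30 with all 4 libraries clustered together. Both intervals include 0. Within the T or NK-like cells of ConA+TCDD, *Rbm3* was at 2337 CPM (2265 to 2409.6) in clusters T3, T10 and T17 and at 525 CPM (507 to 544) in the other clusters with the cells of T15 among them, where T1 was left out for its high mitochondrial share. The 25 ConA+Veh cells of T3, T10 and T17 were at 561 CPM (414 to 744), against 558 CPM (543 to 573) in its other clusters, and the 6 Naïve cells at 948 CPM (648 to 1338), against 627 CPM (594 to 661).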

*Rbm3*, a gene that has been implicated in apoptosis (36), was downregulated with ConA exposure when compared to Naïve and was upregulated upon TCDD treatment (**Figure 8B**). *Aldoa* was downregulated in the ConA+TCDD group when compared to ConA+Veh (**Figure 8C**), supporting that TCDD plays a role in reducing infiltration of immune cells since the induction of this marker is associated with this mechanism (37). 

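*Aldoa* (ENSMUSG00000030695, chromosome 7 from 126795234 to 126800751) was at 419 CPM (285 to 595) in Naïve, 1214 CPM (1034 to 1417) in ConA+Veh and 760.0 CPM (604 to 945) in ConA+TCDD in the regulatory T-like cells. The ratio in log2 was −0.68 (−1.08 to −0.28) for ConA+TCDD over ConA+Veh and 1.53 (0.97 to 2.14) for ConA+Veh over Naïve. The former changed direction, to 0.06 without the cells that Scrublet marked and to 0.17 at resolution 0.5, and the latter was 0.11 without the cells that Scrublet marked.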

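With 7, 17 and 13 UMIs in Naïve, ConA+Veh and ConA+TCDD, *Mt1* (ENSMUSG00000031765, chromosome 8 from 94179082 to 94180327) was rarely seen in the regulatory T-like cells, at 94.7 CPM (38.1 to 195) in Naïve, 128 CPM (74.7 to 205) in ConA+Veh and 122 CPM (64.9 to 209) in ConA+TCDD. Log2 ratios were 0.44 (−0.91 to 1.95) for ConA+Veh over Naïve and −0.07 (−1.23 to 1.06) for ConA+TCDD over ConA+Veh, so no difference was detectable in the main clustering. The former moved to 2.98 without the cells that Scrublet marked. As the mean of each cell's UMIs per 10000 the latter was 1.36. In clusters T3, T10 and T17 of ConA+TCDD the level was 1408 CPM (1353 to 1465), against 72.6 CPM (65.8 to 80.0) in its other T or NK-like clusters apart from T1. The few cells of T3, T10 and T17 from the other libraries were also high, at 1007 CPM (697 to 1407) in Naïve and 1017 CPM (814 to 1254) in ConA+Veh.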

*MT1*, a gene shown to play a role in the suppression of rheumatoid arthritis (38), was downregulated in the ConA+Veh group and upregulated upon TCDD treatment (**Figure 8D**). *Srgn* expression was again upregulated upon TCDD treatment in regulatory T cells when compared to ConA+Veh (**Figure 8E**). 

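In the regulatory T-like cells *Srgn* was at 825 CPM (631 to 1059.6) in Naïve, 3695 CPM (3375 to 4037) in ConA+Veh and 3303 CPM (2967 to 3666) in ConA+TCDD. ConA+TCDD over ConA+Veh gave a log2 ratio of −0.16 (−0.36 to 0.04), and 0.12 at resolution 0.5, with an interval in the main clustering that includes 0. For ConA+Veh over Naïve it was 2.16 (1.78 to 2.57), and 0.62 without the cells that Scrublet marked. Clusters T3, T10 and T17 of ConA+TCDD had 2535 CPM (2461 to 2611) and its other T or NK-like clusters, apart from T1, 948 CPM (923 to 974). In ConA+Veh the same groups had 1999 CPM (1710.3 to 2322) and 902 CPM (882 to 921).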

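The level of *Cd52* in the regulatory T-like cells was 1623 CPM (1345 to 1940.5) in Naïve, 2722 CPM (2449 to 3018) in ConA+Veh and 1482 CPM (1260.3 to 1732) in ConA+TCDD. In log2 terms this is 0.75 (0.44 to 1.06) for ConA+Veh over Naïve and −0.88 (−1.16 to −0.60) for ConA+TCDD over ConA+Veh, the latter −0.19 at resolution 0.5. *Cd52* was at 146 CPM (129 to 165) in clusters T3, T10 and T17 of ConA+TCDD and at 1730.1 CPM (1696 to 1765) in the other T or NK-like clusters of that library apart from T1.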

As shown in other subsets, *Cd52* expression was downregulated in the ConA+TCDD group when compared to the ConA+Veh group (**Figure 8F**).

**Figure 8:**
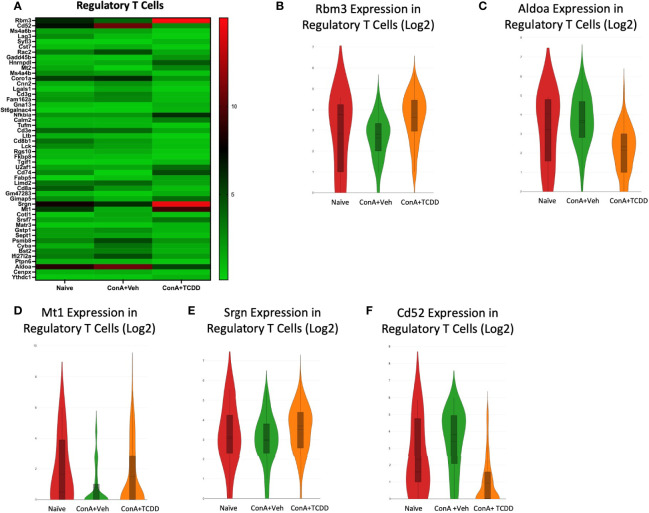
Elucidation of Regulatory T cell transcription profiles. C57/BL6 mice were injected with ConA followed by vehicle or TCDD 1 hour later as described in **Figure 1** legend. Liver infiltrating cells were isolated and scRNA-seq was performed as described in Methods. Heatmaps consisting of the top 50 differential genes per treatment were generated using Loupe Browser. Heatmaps of differentially expressed genes from **(A)** Regulatory T cells. **(B–F)** Violin plot of Log2 expression of target genes.

### Rgs1, Icos, Cd28, and Ctla4 in Activated T Cells and Cd37 and Actb Expression in Plasmacytoid Dendritic Cells

We selected regulator of G-protein signaling 1 (*Rgs1*), inducible T-cell costimulator (*Icos*), Cd28, and cytotoxic T-lymphocyte-associated protein 4 (*Ctla4*) from the heatmaps created from the Activated T cell cluster (**Figure 9A**). Both *Rgs1*, a gene that has been shown to influence migration, reduce the frequency of T follicular helper cells upon knockdown, and play a role in autoimmunity (39), and *Icos*, whose involvement in T cell activation was discovered in 1999 (40), were downregulated in the groups exposed to ConA+Veh when compared to Naïve while TCDD did not further alter their expression (**Figures 9C, D**). 

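No cluster was rebuilt as activated T cells, so the genes were measured in all T-like cells outside the NK-like clusters. *Rgs1* (ENSMUSG00000026358, chromosome 1 from 144242296 to 144249242) was at 388 CPM (360.3 to 417) in Naïve, 166 CPM (157 to 174) in ConA+Veh and 239 CPM (228 to 251) in ConA+TCDD in them. Its log2 ratio was −1.23 (−1.36 to −1.10) for ConA+Veh over Naïve and 0.53 (0.43 to 0.63) for ConA+TCDD over ConA+Veh. The former became 0.34 with the mean UMI per cell and no correction for depth. *Icos* (ENSMUSG00000026009, chromosome 1 from 60977927 to 61000320) was at 155 CPM (138 to 173) in Naïve, 139 CPM (131 to 147) in ConA+Veh and 139 CPM (130.0 to 147) in ConA+TCDD. Its log2 ratios were −0.16 (−0.34 to 0.03) and 0.00 (−0.12 to 0.12), neither beyond counting error, and the former became 1.41 with the mean UMI per cell. In the unnamed cluster T1, whose shares of the 3 libraries lie nearest to those of the paper's activated T cells and of which Naïve had only 5 cells, *Rgs1* was at 296 CPM (35.9 to 1069.8) in Naïve, 318 CPM (273 to 367) in ConA+Veh and 496 CPM (415 to 589) in ConA+TCDD and *Icos* at 444 CPM (91.6 to 1298) in Naïve, 492 CPM (437 to 553) in ConA+Veh and 481 CPM (401 to 573) in ConA+TCDD.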

The costimulatory molecules *Cd28* and *Ctla4*, immune cell infiltration and checkpoint molecules (41), were upregulated upon ConA challenge but were reduced in the TCDD-treated group (**Figures 9E, F**). Together, these data supported the ability of TCDD to reduce immune cell infiltration and migration.

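*Cd28* (ENSMUSG00000026012, chromosome 1 from 60716800 to 60773359) was at 277 CPM (254 to 302) in Naïve, 277 CPM (267 to 289) in ConA+Veh and 264 CPM (252 to 276) in ConA+TCDD in the T-like cells outside the NK-like clusters. Its log2 ratio of ConA+Veh to Naïve was 0.00 (−0.14 to 0.14), and 1.56 with the mean UMI per cell, and that of ConA+TCDD to ConA+Veh was −0.07 (−0.16 to 0.01). For *Ctla4* (ENSMUSG00000026011, chromosome 1 from 60887000 to 60915832) the levels were 119 CPM (104 to 136) in Naïve, 310.2 CPM (299 to 322) in ConA+Veh and 331 CPM (318 to 345) in ConA+TCDD, with log2 ratios of 1.38 (1.19 to 1.58) and 0.09 (0.01 to 0.17). The latter changed direction to −0.24 with the mean UMI per cell and to −0.15 as the mean of each cell's UMIs per 10000. Cluster T1 had 296 CPM (35.9 to 1069.8) in Naïve, 1124 CPM (1039 to 1214) in ConA+Veh and 1161 CPM (1034 to 1299) in ConA+TCDD for *Cd28*, and 444 CPM (91.6 to 1298) in Naïve, 1195 CPM (1107 to 1287) in ConA+Veh and 1203 CPM (1074 to 1343) in ConA+TCDD for *Ctla4*.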

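Of these 4 genes, *Rgs1* and *Ctla4* in the T-like cells outside the NK-like clusters were higher in ConA+TCDD than in ConA+Veh by more than counting error in the main clustering, although *Ctla4* changed direction with the measure. For *Icos* and *Cd28* the intervals of this ratio include 0. Clusters T3, T10 and T17 held 379 of the 858 cells of this class in ConA+TCDD, against 25 of 863 in ConA+Veh. The ratios may therefore reflect those clusters, and apart from T1 the 4 genes were not measured without them. The paper ties *Rgs1* to migration and *Cd28* and *Ctla4* to infiltration. From its data on all 4 genes together, the paper sees support for an ability of TCDD to reduce the infiltration and migration of immune cells.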

**Figure 9:**
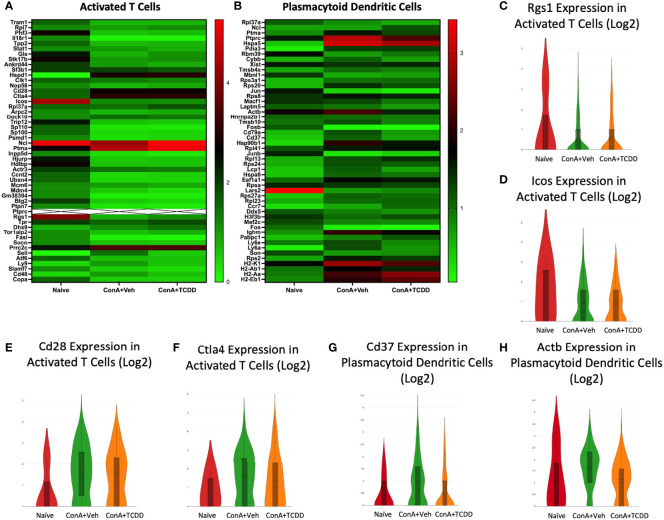
Rgs1, Icos, Cd28, and Ctla4 in Activated T cells and Cd37 and Actb expression in Plasmacytoid Dendritic Cells. C57/BL6 mice were injected with ConA followed by vehicle or TCDD 1 hour later as described in **Figure 1** legend. Liver infiltrating cells were isolated and scRNA-seq was performed as described in Methods. Heatmaps consisting of the top 50 differentially expressed genes per treatment were generated using Loupe Browser. Heatmaps of differentially expressed genes from **(A)** Activated T cells and **(B)** Plasmacytoid Dendritic Cells. In panel **(A)**, the X marked with some genes represents an expression level over 9. **(C–H)** Violin plot of Log2 expression of target genes.

In the cluster containing plasmacytoid dendritic cells (pDC), we noted a decrease in *Cd37* expression upon TCDD treatment (**Figure 9G**) as well as a decrease in expression of *Actb* when compared to the ConA+Veh (**Figures 9B, H**). 

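The plasmacytoid dendritic-like cells formed cluster C26, led by *Siglech*, *Cox6a2* and *Klk1*. In them *Cd37* (ENSMUSG00000030798, chromosome 7 from 45233632 to 45239115) was at 398 CPM (280.3 to 549) in Naïve, 261 CPM (157 to 408) in ConA+Veh and 418 CPM (279.7 to 599.8) in ConA+TCDD, from 37, 19 and 29 UMIs. The log2 ratio was 0.68 (−0.21 to 1.59) for ConA+TCDD over ConA+Veh and −0.61 (−1.49 to 0.23) for ConA+Veh over Naïve, and neither exceeded counting error. *Actb* (ENSMUSG00000029580, chromosome 5 from 142903115 to 142906754) was at 9542 CPM (8924 to 10191) in Naïve, 9971 CPM (9259 to 10724) in ConA+Veh and 7676 CPM (7038 to 8356) in ConA+TCDD, with a log2 ratio of −0.38 (−0.54 to −0.21) for ConA+TCDD over ConA+Veh and 0.06 (−0.08 to 0.21) for ConA+Veh over Naïve. In the B-like cluster C11, which had a median of 17.5% mitochondrial UMIs and whose shares of the 3 libraries lie near those of the paper's plasmacytoid dendritic cells, *Cd37* gave −0.64 (−1.03 to −0.26) and *Actb* −0.88 (−1.16 to −0.61) for ConA+TCDD over ConA+Veh.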

CD37 has been shown to control dendritic cell migration (42), again emphasizing TCDD’s role in affecting migration.

### Transcription Profiles of Lymphatic Endothelial Cells and Naïve Gamma Delta T Cells

The profiles of the lymphatic endothelial cells (**Figure 10A**) and naïve gamma delta T cell (**Figure 10B**) clusters were analyzed, and gene targets were selected. Within the lymphatic endothelial cells, we noticed an increase in the expression of *MT1* upon the ConA+Veh challenge that was further upregulated with ConA+TCDD treatment (**Figure 10C**). 

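The endothelial-like cells came from cluster C20 (*Fabp4*, *Lyve1*, *Cdh5*), with 10 Naïve, 92 ConA+Veh and 12 ConA+TCDD cells, and from C27 (*Clec4g*, *Gpihbp1*, *Stab2*), with 34 Naïve cells and none of the other groups. No cluster was rebuilt as lymphatic. *Mt1* was at 1836 CPM (1628 to 2064) in Naïve, 1112 CPM (998 to 1236) in ConA+Veh and 8465 CPM (7571 to 9436) in ConA+TCDD in the endothelial-like cells, a log2 ratio of −0.72 (−0.96 to −0.49) for ConA+Veh over Naïve and 2.93 (2.71 to 3.15) for ConA+TCDD over ConA+Veh.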

The upregulation of *MT1* in the ConA alone group is contrary to our observations in the cluster containing Regulatory T cells. We also observed a drastic induction of *Cxcl10* expression upon ConA+Veh exposure when compared to Naïve controls that was further increased in the ConA+TCDD-treated group (**Figure 10D**). 

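In the endothelial-like cells *Cxcl10* (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889) was at 169.9 CPM (111 to 249) in Naïve, 883 CPM (782 to 994) in ConA+Veh and 3635 CPM (3058 to 4289.8) in ConA+TCDD, from 26, 274 and 140 UMIs. These differ by a log2 ratio of 2.38 (1.80 to 3.02) for ConA+Veh over Naïve and 2.04 (1.74 to 2.34) for ConA+TCDD over ConA+Veh.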

CXCL10 is chemokine shown to promote T cell adhesion to endothelial cells and when expressed by Kupffer cells, contributes to ConA-induced hepatitis (43). However, its role is unclear when expressed by endothelial cells.

**Figure 10:**
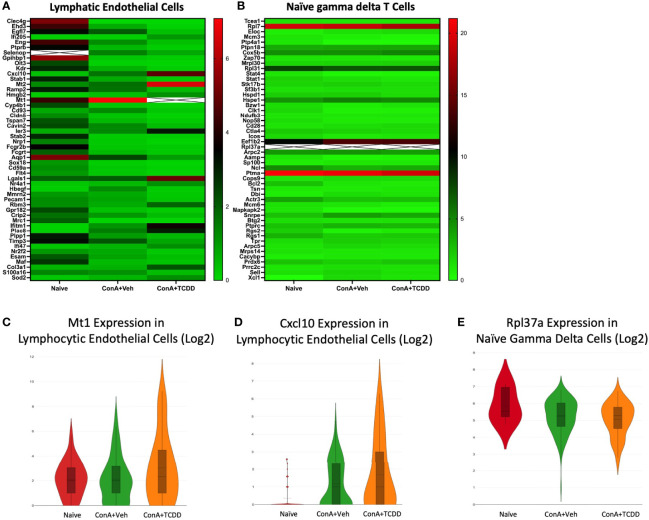
Transcription Profiles of Lymphatic Endothelial Cells and Naïve Gamma Delta T Cells. C57/BL6 mice were injected with ConA followed by vehicle or TCDD 1 hour later as described in **Figure 1** legend. Liver infiltrating cells were isolated and scRNA-seq was performed as described in Methods. Heatmaps consisting of the top 50 differentially expressed genes per treatment were generated using Loupe Browser. Heatmaps of differentially expressed genes from **(A)** Lymphatic Endothelial Cells and **(B)** Naïve Gamma Delta T cells. In panels **(A, B)**, the X marked with some genes represents an expression level over 13. **(C-E)** Violin plot of Log2 expression of target genes.

In several of our clusters, we noticed a very high expression of ribosomal protein L37a (*Rpl37a)* (this gene has a corresponding ‘X’ in **Figure 10B** due to very high levels of expression). We noticed this also in the expression of *Rpl37a* in the naïve gamma delta T cell cluster (**Figure 10B**). Specifically, expression was the highest in the naïve group (46.9) and was downregulated in the ConA+Veh exposed groups to 37.9, and in the ConA+TCDD groups to 39.5 (**Figure 10E**). 

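No cluster was rebuilt as gamma delta T cells. *Rpl37a* (ENSMUSG00000046330, chromosome 1 from 72711290 to 72713813) was at 6326 CPM (6214 to 6440.2) in Naïve, 4855 CPM (4809.9 to 4901) in ConA+Veh and 5059 CPM (5007 to 5112) in ConA+TCDD in the T-like cells outside the NK-like clusters. The log2 ratios were −0.38 (−0.41 to −0.35) for ConA+Veh over Naïve and 0.06 (0.04 to 0.08) for ConA+TCDD over ConA+Veh. The mean number of *Rpl37a* UMIs per cell, with no correction for depth, was 22.3, 50.6 and 41.9, so that both directions changed, to log2 ratios of 1.18 and −0.27. Cluster T2, which had *Trdc* among its leading genes, was at 6255 CPM (5843 to 6689) in Naïve, 5248 CPM (5066 to 5434) in ConA+Veh and 5579 CPM (5316 to 5851) in ConA+TCDD. The wider class also held clusters T3, T10 and T17, which were almost confined to ConA+TCDD.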

In breast cancer, high Rpl37a expression has been associated with response to treatment and good prognosis and has been suggested as a biomarker (44, 45) while its role in inflammation remains unclear.

### Trajectory Analysis of NK and T Cell Subsets Uncovers Reduced Proliferation of CD8+ T Cells With TCDD Treatment

Using the files generated from our single-cell RNA-sequencing, we used *Partek^®^ Flow^®^* software v10.0 to perform group-based trajectory analysis on NK and T cell subsets (46). Using Monacle 2, five different states were observed (**Figure 11A**). Using this plot, we assessed the expression of *Mki67* to determine cells actively proliferating and found that these cells were observed in states 3 and 5 (**Figure 11B**). 

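*Mki67* (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361) was measured in the CD8 T-like cells, since the trajectory states were not rebuilt. These cells numbered 152 in Naïve, 289 in ConA+Veh and 160 in ConA+TCDD. In the ConA groups they came from clusters T4 (*Ube2c*, *Birc5*, *Cd8b1*), T7 and T9, apart from a few ConA+Veh cells of the naive T-like cluster T8. T4 had a median of 23926.5 UMIs per cell, where doublets are of most concern. The level was 33.9 CPM (21.0 to 51.8) in Naïve, 273 CPM (258 to 288) in ConA+Veh and 277 CPM (258 to 298) in ConA+TCDD. In log2 terms the ratio was 3.01 (2.39 to 3.71) for ConA+Veh over Naïve and 0.02 (−0.11 to 0.15) for ConA+TCDD over ConA+Veh, the latter most moved, to 0.76, by clustering each library alone.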

We then identified CD8+ T cells as the predominant cell type in these groups and observed an increase in this subset upon ConA+Veh exposure that was decreased in the ConA+TCDD-treated group (**Figure 11C**). These results showed that TCDD is capable of decreasing the amount of actively proliferating CD8+ cells in ConA-induced T cell-mediated liver injury.

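CD8 T-like cells made up 7.29% (6.21 to 8.49%) in Naïve, 10.4% (9.29 to 11.6%) in ConA+Veh and 8.51% (7.29 to 9.86%) in ConA+TCDD. The share had a log2 ratio of 0.51 (0.22 to 0.81) for ConA+Veh over Naïve and −0.29 (−0.58 to −0.01) for ConA+TCDD over ConA+Veh. Of the Naïve cells, 138 lay in the naive T-like cluster T8. Outside the naive T-like clusters there were 14, 287 and 160 CD8 T-like cells, with log2 ratios of 3.94 (3.17 to 4.83) and −0.28 (−0.57 to 0.00), so the contrasts with Naïve set mostly naive against other CD8 T-like cells. For the whole class the former ratio moved, being 3.56 among cells with at least 200 genes and at most 10% mitochondrial UMIs and −0.53 with each library clustered alone. After thinning to 1000 UMIs, which left out 4, 3 and 1 cells, a *Mki67* UMI was found in 1.35% (0.164 to 4.80%) of the CD8 T-like cells in Naïve, 22.4% (17.7 to 27.7%) in ConA+Veh and 20.1% (14.2 to 27.2%) in ConA+TCDD. Unthinned, the shares were 1.32%, 70.9% and 66.9%. Neutrophil-like cells, which do not divide, showed it in 0%, 2.27% and 0% after thinning, with 4, 15 and 10 left out, and the median number of UMIs was 3149, 14243.5 and 14828 in the CD8 T-like cells and 2150, 2483.5 and 2214.5 in the neutrophil-like cells. The intervals of the counts of 0 in Naïve and ConA+TCDD reach up to 17.6% and 10.3%.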

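CD8 T-like cells with a *Mki67* UMI, at their deposited depth, made up 0.0959% (0.0116 to 0.346%) of all Naïve cells, 7.38% (6.43 to 8.41%) of ConA+Veh and 5.69% (4.69 to 6.84%) of ConA+TCDD cells, which is 2, 205 and 107 cells. Between the ConA groups the share within CD8 T-like cells showed no difference beyond counting error, and at least 2 of the cycling genes were found in 46.2% and 46.5% of the thinned cells. The paper identifies the *Mki67*-positive states as mostly CD8 T cells and finds fewer of these cells with TCDD than with ConA alone, and from this it concludes that TCDD decreases the number of proliferating CD8 T cells.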

**Figure 11:**
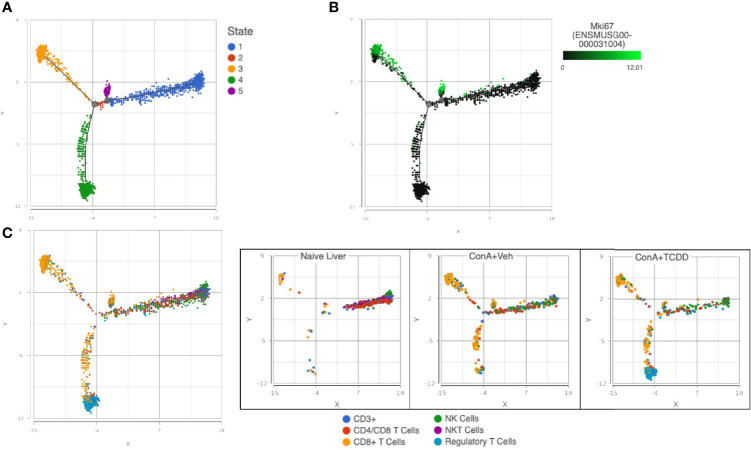
Trajectory Analysis of NK and T cell subsets uncovers reduced proliferation of CD8+ T cells with TCDD treatment. C57/BL6 mice were injected with ConA followed by vehicle or TCDD 1 hour later as described in **Figure 1** legend. Liver infiltrating cells were isolated and scRNA-seq was performed as described in Methods. Monocle 2 within *Partek^®^ Flow^®^* software v10.0 was used for trajectory analysis. **(A)** Pseudotime plots determine 5 different states for T cells and NK cells. **(B)** States 3 and 5 were shown to contain the highest expression of *Mki67*, a gene that encodes for KI-67, a marker of proliferation. **(C)** Colored by cluster, states 3 and 5 contained predominantly CD8+ T cells and TCDD was shown to decrease the amount of these actively proliferating cells.

## Discussion

ConA-induced liver injury is a murine model that properly replicates human autoimmune hepatitis (47). ConA is a polyclonal activator of T cells that causes massive cytokine release and the recruitment of additional immune cells such as the NKT cell resulting in liver injury (48). AhR agonism suppresses inflammation through a variety of mechanisms, including through inducing Tregs, driving immune cell apoptosis, and suppressing production of pro-inflammatory cytokines (9). TCDD, a strong AhR agonist, has been shown to reduce the secretion of proinflammatory cytokines and shift the Th17/Treg balance toward the immunotolerant Treg phenotype in a variety of inflammatory disease models (8, 49, 50). For these reasons, we explored the effect of AhR activation by TCDD in this model of liver injury.

In this study, we report that TCDD attenuates ConA-induced murine hepatitis *via* the promotion of immunoregulatory processes within the liver. Symptomology of AIH was shown to be decreased in TCDD treated mice, as measured by a decrease in ALT levels, decrease in cell infiltration, and decrease in the production of inflammatory cytokines such as IL-6 and IL-17, antiparallel to an increase in immunosuppressive cytokines such as IL-10. We also observed that while ConA activation caused significant upregulation of IL-22, TCDD treatment caused a further increase in IL-22. IL-22 is a member of the IL-10 cytokine family and is produced by lymphocytes, including activated T cells (51). It enacts its effects on epithelial cells and has been shown to activate the JAK-STAT pathway (52) in addition to inhibiting apoptosis and modulating metabolic function (53). In the liver, it is well established that IL-22 plays a role in liver disease either in a protective manner, through regulation of genes involved in tissue repair, metabolism, and inflammation (54, 55), or in exacerbation of disease as evidenced by upregulation in patient livers of those with chronic hepatitis B and C as well as in hepatitis B virus transgenic mice (56, 57). Interestingly, gene delivery of IL-22 has been shown to prevent liver damage induced by ConA (58). Based on this, our data suggest that the TCDD-mediated increase in IL-22 may play a role in preventing liver injury caused by ConA.

In an earlier study, TCDD was found to exacerbate ConA-induced liver injury (59). The reason for this discrepancy may stem from the fact that in this study, the authors pretreated normal mice with TCDD, and 4-10 days later, injected ConA. Also, they used 0.3, 3, or 30 μg/kg TCDD and 6mg/kg Con A. TCDD injection in normal mice has been shown to alter the immune response significantly. For example, TCDD causes thymic atrophy by day 5 when injected into normal mice (12, 13, 60–62). Also, Foxp3^+^ Treg cells primarily develop in the thymus, and the thymic Treg cell pool is composed of not only newly developing Tregs but also recirculating peripheral cells (63). Thus, pretreatment with TCDD may deplete Tregs leading to increased hepatitis, a suggestion that remains to be validated.

In another study, Nault et al. performed single-nuclei RNA sequencing on mice treated with TCDD every 4 days for 28 days at a dose of 30 μg/kg (64). This study reported an increase in immune cell infiltration upon TCDD treatment whereas our study showed a reduction. These contrasting findings may be due to the long-term exposure to TCDD at a higher dose in naïve animals as compared to our 24-hour, single dose model in mice exposed to ConA, a polyclonal activator of T cells. Previous studies have shown that naïve *vs* activated T cells show differential susceptibility to TCDD-mediated toxicity (12). Further, it is known that long-term TCDD exposure results in different pharmacokinetics in the liver as compared to acute exposure (65).

In order to determine the underlying processes by which TCDD suppresses symptomology in a murine model of autoimmune liver disease, we applied scRNA-seq to identify the cellular and molecular mechanisms by which TCDD mediates liver-infiltrating leukocyte function. In the current study, the use of scRNA-seq led to some surprising observations such as the changes occurring in the B cell compartment, especially CD55+ B cells, because ConA is a polyclonal T cell mitogen. CD55, also called Decay Accelerating Factor, is a regulatory protein involved in complement activation and has been shown to be modulated in many infections and diseases (66–69). An increase in the surface expression of CD55 has been associated with inhibition of complement system activation (69). It has been reported that a decrease in the mean fluorescence intensity of CD55 was observed in T and B lymphocytes from systemic lupus erythematosus patients, implicating this marker as a possible player in lymphopenia (70). The depletion of CD55+ B cells in mice exposed to ConA and an inability of TCDD to restore this population suggest a possible role of complement activation in disease pathogenesis that future studies should aim to address.

Although studies have associated TCDD with amelioration of disease (8, 71–73), we demonstrate that treatment of ConA-induced liver injury with TCDD results in distinct gene expression profiles as compared to ConA challenge alone. Specifically, many genes associated with migration and activation of immune cells were found to be altered upon ConA challenge and TCDD treatment. We also found that *Srgn* was the top differentially expressed gene in multiple clusters, possibly implicating a more pronounced role in the pathogenesis of ConA-induced hepatitis. *Ptma* has been shown to inhibit transforming growth factor-beta (TGF-β) signaling (74) and transduction of this gene attenuated inflammation in a rat model of pulmonary hypertension (75). Additionally, evidence supports the critical role of *Hspe1* as an inhibitor of inflammation through suppression of T cell activation (76). Finally, through inhibition of nuclear factor kappa B (NF-κB) activation and induction of apoptosis, *Cd52* has been shown to suppress inflammation (77). Alterations in the expression of these genes by TCDD suggest their involvement in the suppression of inflammation.

We show that TCDD reduces the percentage of NKT, Kupffer, and activated T cells in the present study. In the ConA-induced model of AIH, these cell types are frequently involved in inducing inflammation and injury (78–81). The ability of TCDD to reverse the induction of these cell types caused by the ConA challenge suggests a cellular mechanism through which suppression of inflammation may occur in this model. Further, it is well known that CD8+ T cells play a role in the inflammatory response (82, 83). These cells are involved in effector functions and have been shown to exacerbate inflammation in various models (84–86). Here, we show that these cells are proliferating at a higher level in ConA-induced hepatitis as evidenced by the increase in expression of *Mki67* (**Figure 11A**). The ability of TCDD to reduce these proliferating cells supports studies implicating the involvement of this compound in the suppression of cellular proliferation (87).

While our findings are exciting, there exists some limitations of this study. The ConA-hepatitis model is a well-established model for AIH in mice, however, it is acute, so symptoms disappear after 48 hours and there is no production of autoantibodies (88). Thus, it does not truly mimic AIH in humans in this regard. Another limitation of this study is that while the dose used is relevant to reduce inflammation, it is higher than the physiologically relevant protocol established for mice which is 20 ng/kg TCDD twice weekly (89) derived from the background exposure level of < 10 pg/g TCDD in humans (90). However, the goal of the current study was to address mechanistically how AhR activation leads to attenuation of AIH so that new AhR agonists can be developed to treat AIH.

Collectively, this study suggests that scRNA-seq is a powerful technique to study various immune cell types during disease. While ConA is considered to be a T cell mitogen, it was interesting to see changes occurring in various immune cell types including B cells using scRNA-seq. Also, the scRNA-seq provided important data on changes occurring at the transcriptional level at individual cell types. The use of TCDD, a potent AhR ligand also helped address the mechanisms through which AhR activation leads to attenuation of ConA-induced hepatitis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: NCBI Gene Expression Omnibus; accession number GSE201006.

## Ethics Statement

The animal study was reviewed and approved by University of South Carolina Institutional Animal Care and Use Committee.

## Author Contributions

Conceptualization: AC, PN, and MN; Experimentation and data acquisition: AC, BH, KW, and KM; Validation: AC; Formal analysis: AC; Resources: PN and MN; Writing- original draft: AC; Writing- review and editing: AC, ND, PN, and MN; Visualization: AC; Supervision: PN and MN; Funding acquisition: PN and MN. All authors contributed to the article and approved the submitted version.

## Funding

This study was funded by National Institutes of Health grants R01ES019313, R01MH094755, R01AI123947, R01AI129788, P01AT003961, P20GM103641, R01AT006888, and 3R01AI123947-04S1 (PN and MN).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

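Liver mononuclear cells of untreated mice (Naïve) and of mice given ConA with vehicle (ConA+Veh) or with TCDD (ConA+TCDD) were measured by droplet single-cell RNA sequencing, with 1 library per condition. A further library of mice given ConA and FICZ (ConA+FICZ), another AhR ligand, was deposited with them and is not mentioned in the paper's text. The authors prepared the libraries with the 10x Genomics 5′ assay, sequenced them on an Illumina instrument, and aligned the reads to mm10 and counted UMIs per gene and cell with Cell Ranger 3.0.2. The deposited values are these raw UMI counts, with no normalization, for the cell barcodes that Cell Ranger kept. The smallest cells held 501, 500, 500 and 501 UMIs in Naïve, ConA+Veh, ConA+TCDD and ConA+FICZ. The authors then used Loupe Browser 5.1 and Partek Flow, and trajectories from Monocle 2, none of which was run here.

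The 3 libraries of the paper were clustered together. UMIs were scaled to 10000 per cell and transformed as ln(1 + x). Of 31053 genes, 2000 variable genes were kept after the genes that the paper reports as altered had been left out. From 30 principal components a graph of 15 nearest neighbours, weighted by the Jaccard overlap of neighbours, was clustered by the Leiden method at resolution 1 with seed 1, and the T and NK cells were clustered again in the same way. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, scanpy 1.11.5 for Scrublet and matplotlib 3.10.9.

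Clusters were named from lists of marker genes. The rules for naming were revised after the clusters had been seen, and the thresholds are of that origin. A marker counted when at least 10% of a cluster's cells held it and its CPM, with 10 added, was at least 2 times that of the median cluster. A name needed at least 3 such markers and the lead over the other names both by the number of markers among the top 10 and by the mean log fold. The Kupffer, monocyte and dendritic cell lists were joined as mononuclear phagocytes, *Ly6c2* was dropped from the lists, and lists for granulocyte progenitors and bile duct cells were added which, like the list for plasma cells, could only take a name away. T and NK clusters with a median of more than 10% mitochondrial UMIs received no subtype. CD8 T-like clusters had *Cd8a* or *Cd8b1* in at least 50% of cells and *Cd4* in under 20%, CD4 T-like clusters had *Cd4* in at least 20% of cells and the CD8 genes in under 50%, and NK-like clusters needed a low *Cd3e*. No cluster met the rules for gamma delta, activated T or memory CD8 T cells, so the genes reported for them were measured in wider classes.

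Within a class, the UMIs of a gene were summed over cells and divided by all UMIs of the class, with exact Poisson intervals for sums, exact binomial intervals for shares, and intervals from the exact binomial distribution for ratios, all at 95%. A count of 0 was given a floor of 3 counts. For the share of cells with a UMI of a gene, every cell was thinned at random to 1000 UMIs, and shallower cells were left out. For *Ptma* and *Gzma*, for which the paper gives means, the mean of log2(1 + UMI) was also taken. Since each condition has 1 library, no test between conditions was made, and no number of changed genes is given.

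The genes named are those that the paper names for a cell type, AhR target genes, sex-linked genes, genes of hepatocytes and red cells whose RNA can float free, and those chosen by rank. The ranked genes are the 3 largest rises and the 3 largest falls of CPM in B-like, T or NK-like and mononuclear phagocyte-like cells, for ConA+TCDD over ConA+Veh and ConA+FICZ over ConA+Veh, among genes with at least 100 UMIs in the 2 libraries together and without immunoglobulin and T cell receptor segments. The use of *Cirbp*, *Cd79a*, *Foxp3* and *Siglech* in the tests of the closing section was chosen after their values had been seen.

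As alternatives, cells with fewer than 200 genes or more than 10% mitochondrial UMIs were left out, which removed 150, 464 and 296 cells of Naïve, ConA+Veh and ConA+TCDD. The cells marked by Scrublet, at an expected 0.8% of doublets per 1000 cells, were left out. Resolutions 2 and 0.5, all 4 libraries clustered together, each library clustered alone, and the outcome genes kept were tried. For genes, the mean of each cell's UMIs per 10000, the mean UMI per cell with no correction for depth, and totals without ribosomal protein and mitochondrial genes were tried. For shares of cells with a UMI, thinning to 500 UMIs, no thinning, and at least 2 cycling genes in place of *Mki67* were tried. Scaling each cell to 2920 UMIs before the log2 and other log bases were added for *Ptma* and *Gzma* after the data had been seen.

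The ranking and its intervals were tested on simulated data, in which 200 genes were changed 4-fold between simulated libraries. In B-like, T or NK-like and mononuclear phagocyte-like cells, between 99.0% and 100% of the changed genes were recovered. The intervals covered the true ratio for 95.6% to 96.0% of genes in the simulation. Such coverage follows from how they are built wherever counts vary by counting error alone. It cannot show how well they cover the deposited data, where cells, mice and libraries can vary too. For *Jchain* in B-like cells of ConA+Veh, 1118 of 1121 UMIs lay in 3 cells. Experiments of the paper other than single-cell sequencing were not analysed here.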

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

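All tests in this part were chosen only after the results had been seen. The results come from the ConA+FICZ library, which the paper does not report, and each is a signal in that library above its level in ConA+Veh, with 1 library of each and therefore no replicate to check it.

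*Cyp1a1* (ENSMUSG00000032315), a target gene of the AhR, was at 6.49 CPM over all cells of ConA+FICZ, against 0.104 CPM in ConA+Veh, 1.41 CPM in ConA+TCDD and 4.03 CPM in Naïve. All 104 of its UMIs in ConA+FICZ lay in endothelial-like cells and 0 outside them, which argues against RNA free in the droplets. Within the endothelial-like cells the level was 515 CPM in ConA+FICZ, 389 CPM in ConA+TCDD, from 15 UMIs, and 3.25 CPM in ConA+Veh, from 1 UMI. A response to both AhR ligands may explain this order, but Naïve, which received no ligand, stood at 157 CPM, so the response cannot be told apart from a difference in the kinds of endothelial-like cells that each library caught.

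Neutrophil-like cells made up 10.3% of ConA+FICZ when the 4 libraries were clustered together, against 3.56% of ConA+Veh, 2.29% of ConA+TCDD and 1.10% of Naïve. The log2 ratio to ConA+Veh was 1.53 (1.19 to 1.87). A loss of B and T or NK cells alone would raise the mononuclear phagocyte-like share alike. Its log2 ratio was −0.0095 (−0.26 to 0.24), which argues against that explanation. An equal loss of all types other than neutrophils would leave this share nearly unchanged, so the test cannot decide on it. Such an equal loss stays open. A difference in cell isolation between the libraries and an effect of FICZ on neutrophils both stay open too and were not tested.

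*Alb* (ENSMUSG00000029368), a gene of hepatocytes, was at 500.2 CPM over all cells of ConA+FICZ, against 50.4 CPM in ConA+Veh, 8.53 CPM in ConA+TCDD and 107 CPM in Naïve, and *Apoa1* followed with 292.7, 11.6, 1.24 and 12.9 CPM. The hepatocyte marker genes rose together in B-like cells, by 2.16 on the log2 scale, in T or NK-like cells, by 2.32, and in mononuclear phagocyte-like cells, by 2.24, which is consistent with RNA of hepatocytes free in the droplets. Hepatocyte-like cells were 7.67% of ConA+FICZ and 0.252% of ConA+Veh in this clustering. More hepatocytes carried over at cell isolation and more damage of the liver cannot be told apart from 1 library of each condition, and the level of 50.4 CPM in ConA+Veh has no second library to show how far it varies.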

How the results depend on the processing

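The scaling of *Ptma* and *Gzma* was chosen after seeing the data, and all other alternatives in this part before. No paired analysis was possible because each condition has 1 library and all libraries carry the same replicate number. A value is called moved when it left the 95% counting interval of the main value, and reversed when its direction changed from one whose interval excluded 0. For the mean log2 values of *Ptma* and *Gzma*, which have no counting interval, every change is called moved or reversed.

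For the comparisons of shares, 122 values under the alternatives were the same by this measure, 24 moved and 6 reversed. All alternatives left the log2 ratios of neutrophil-like cells between 1.69 and 1.99 for ConA+Veh over Naïve and between −0.70 and −0.64 for ConA+TCDD over ConA+Veh. For mononuclear phagocyte-like cells they lay between 0.87 and 1.22 and between −2.07 and −1.64, and for endothelial-like cells between 0.63 and 0.74 and between −2.37 and −2.23, where each library clustered alone gave no value for the second comparison of either class. At resolution 2 no comparison moved.

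The shares of T cell classes moved most. With cells of at least 200 genes and at most 10% mitochondrial UMIs, the log2 ratio of ConA+Veh to Naïve was 0.875 for NK-like, −6.51 for NKT-like, −3.79 for naive T-like and 3.56 for CD8 T-like cells, and that of ConA+TCDD to ConA+Veh was −1.17 for naive T-like and −2.07 for mononuclear phagocyte-like cells. Without the cells that Scrublet marked, the ratio of ConA+Veh to Naïve was −4.94 for NKT-like, 3.04 for regulatory T-like and −0.019 for CD8 T-like cells. At resolution 0.5 it was −5.75 for NKT-like, −7.38 for naive T-like, 1.09 for regulatory T-like and −0.23 for CD8 T-like cells, and the ratio of ConA+TCDD to ConA+Veh was 0.56 for NKT-like cells. With the 4 libraries clustered together, NKT-like cells gave −6.69 and CD8 T-like cells −0.28 for ConA+Veh over Naïve. With the outcome genes kept, NKT-like cells gave −6.14, naive T-like −0.80 and CD8 T-like −0.29. With each library clustered alone, the ratio of ConA+Veh to Naïve was −1.10 for B-like, 0.74 for NK-like and −0.53 for CD8 T-like cells, and that of ConA+TCDD to ConA+Veh was 0.0345 for B-like, 0.77 for naive T-like and −0.86 for CD8 T-like cells. In that setting NKT-like cells were 0% of Naïve, 2.91% of ConA+Veh and 2.07% of ConA+TCDD. The CD8 T-like rise with ConA+Veh therefore reversed under 5 alternatives. With the 4 libraries clustered together, the CD8 T-like cells of Naïve numbered 271, against 152 in the main clustering. Outside the naive T-like clusters they numbered 14 in both, against 293 in ConA+Veh with the 4 libraries together. That reversal thus lay in naive T-like cells of Naïve, and the rise outside their clusters remained. For the remaining alternatives the cause was not tested.

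Some alternatives gave no value because a class was empty in a library. Each library clustered alone gave none for NKT-like cells in ConA+Veh over Naïve, for regulatory T-like cells in both comparisons, and for mononuclear phagocyte-like and endothelial-like cells in ConA+TCDD over ConA+Veh, and resolution 0.5 gave none for naive T-like cells in ConA+TCDD over ConA+Veh.

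For the share of B-like cells with a UMI, in ConA+Veh over Naïve, thinning to 500 UMIs gave log2 ratios of −1.44 for *Cd55* and −0.43 for *Ighm*, and no thinning gave −1.05 for *Cd55*, −0.030 for *Ighm* and −0.16 for *Ighd*. Deeper cells show a UMI more often, so unthinned shares of the shallower Naïve cells are understated. The depth of the data also limits *Ccl5* in naive T-like, *Mt1* in regulatory T-like and *Cd37* in plasmacytoid dendritic-like cells, where few UMIs were counted.

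For single genes, 767 values were the same, 232 moved and 21 reversed. Of the reversals, 10 came from the mean UMI per cell, which by its construction carries any difference in depth between the libraries compared. For ConA+Veh over Naïve it gave 0.82 for *Ighm* in B-like cells, 0.34 for *Rgs1* and 1.18 for *Rpl37a* in T-like cells outside the NK-like clusters, and 0.87 for *Xist*, 0.19 for *Alb* and 0.59 for *Hbb-bs* over all cells, and for ConA+TCDD over ConA+Veh −0.17 for *Ptma* and −0.12 for *Hspe1* in B-like cells and −0.24 for *Ctla4* and −0.27 for *Rpl37a* in T-like cells outside the NK-like clusters. The mean of each cell's UMIs per 10000 gave −0.14 for *Hspe1*, −0.036 for *Srgn* in naive T-like cells and −0.15 for *Ctla4* for ConA+TCDD over ConA+Veh, and 0.033 for *Alb* and 1.23 for *Hbb-bs* for ConA+Veh over Naïve. For ConA+TCDD over ConA+Veh, *Cd52* in CD8 T-like cells outside the naive T-like clusters was 0.046 with each library clustered alone, where the difference of the mean log2 values of *Ptma* in B-like cells was 0.072, and *Aldoa* in regulatory T-like cells was 0.060 without the cells that Scrublet marked and 0.17 at resolution 0.5. Among cells with at least 200 genes and at most 10% mitochondrial UMIs, *Hba-a1* was 0.41 and *Hbb-bs* 2.94 for ConA+Veh over Naïve over all cells. For the reversals outside the mean UMI per cell the cause was not tested.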

Differences from the paper's values

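No test in this part was chosen after the results had been seen, apart from the scaling and the log base of *Gzma*, the use of single clusters by number and the shares with a *Foxp3* UMI. Shares are percentages of all cells of a library. A gap between a value and the paper's is called closed when neither is more than 1.5 times the other.

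For NKT cells, 2.27% of ConA+Veh and 2.18% of ConA+TCDD cells were NKT-like, against the paper's 10.11% and 8.78%, and none of the alternatives set before the data were examined closed either gap. NK-like cells were 11.0% of ConA+Veh against the paper's 4.07%, where none of these alternatives closed the gap, and 10.6% of ConA+TCDD against the paper's 6.22%, where leaving out cells with fewer than 200 genes or more than 10% mitochondrial UMIs, at 8.96%, and clustering each library alone, at 7.87%, closed it and the others did not. Naive T-like cells were 1.81% of ConA+TCDD against the paper's 6.60%, and only keeping the outcome genes, at 5.90%, closed the gap.

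Regulatory T-like cells were 1.53% of Naïve, 1.30% of ConA+Veh and 1.65% of ConA+TCDD, against the paper's 0.48%, 2.70% and 11.76%. None of the alternatives set before the data were examined closed the gap in Naïve or ConA+TCDD, and in ConA+Veh only resolution 0.5, at 3.56%, did. Plasmacytoid dendritic-like cells were 0.72% of ConA+Veh and 0.851% of ConA+TCDD against the paper's 5.04% and 5.74%, with no alternative closing either gap.

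Endothelial-like cells were 0.638% of ConA+TCDD, against 2.39% for the paper's lymphatic endothelial cells, and no alternative closed the gap. Erythroid-like cells were 2.30% of ConA+Veh against 4.39% for the paper's erythrocytes, again with none closing it. Hepatocyte-like cells were 2.91% of ConA+Veh and 1.54% of ConA+TCDD, against the paper's 0.40% and 0.11%. The former gap was closed by leaving out cells with fewer than 200 genes or more than 10% mitochondrial UMIs, at 0.475%, by resolution 2, at 0.54%, and by clustering each library alone, at 0.468%, and the latter only by leaving out those cells, at 0.126%.

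B-like cells with a *Cd55* UMI were 8.42% of ConA+Veh and 4.79% of ConA+TCDD, against 0.07% and 0.21% for the paper's CD55+ B cells, in its text, and no alternative closed either gap. The paper's Table 1 gives 47.84%, 0.68% and 0.74% for the CD55+ B cells of Naïve, ConA+Veh and ConA+TCDD, against 29.6%, 8.42% and 4.79% here, and no alternative closed these gaps. Cluster C0, whose leading genes include *Cd55*, was picked after seeing the values and held 46.3% of Naïve, 0.216% of ConA+Veh and 0% (0 to 0.196%) of ConA+TCDD cells, a largest gap of 1.53 percentage points to Table 1. The mean of log2(1 + UMI) of *Gzma* in NK-like cells was 2.73 in Naïve, 5.11 in ConA+Veh and 5.28 in ConA+TCDD, against the paper's 1.36, 2.69 and 2.81, and in natural log, a base chosen after seeing the values, it was 1.89, 3.54 and 3.66, within 1.5 times the paper's, whose plots are labelled log2, although in that base the means of *Ptma*, which are within 1.5 times the paper's in log2, no longer are. None of the alternatives set before the data were examined closed these gaps, nor did the scaling to equal depth, chosen after seeing the values.

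Directions also differed. The paper has the highest share of NKT cells in ConA+Veh, whereas here it was in Naïve, apart from clustering each library alone, which named no Naïve cluster as NKT-like and gave 2.91% in ConA+Veh and 2.07% in ConA+TCDD, the paper's direction. The excess of Naïve lay in cluster T5, at 7.77% of Naïve, 0.144% of ConA+Veh and 0.213% of ConA+TCDD cells. The other NKT-like cluster, T13, was led by *Il4* and *Zbtb16* among others. By itself it had the fewest cells in Naïve and the most in ConA+Veh. The paper describes a cluster of IgM+IgD+ B cells as deficient in Naïve. Cluster C1, picked after seeing the values, had this direction, with 2.54% of Naïve, 23.6% of ConA+Veh and 12.3% of ConA+TCDD cells and a largest gap of 2.07 percentage points to Table 1. Across all B-like cells, however, *Ighm* and *Ighd* were higher in Naïve than in ConA+Veh, with log2 ratios of −0.34 and −1.26. The mean UMI per cell with no correction for depth gave the paper's direction for *Ighm*, as did its CPM within the B-like cluster C1, at 0.33 (0.19 to 0.47). For regulatory T cells the paper has a rise with ConA+Veh and a further rise with TCDD. The log2 ratios here were −0.24 and 0.35, both within counting error, and the former was positive among cells with at least 200 genes and at most 10% mitochondrial UMIs, without the Scrublet doublets, at resolution 0.5 and with the 4 libraries together. The share of all cells with a *Foxp3* UMI had the paper's direction, at 0.336%, 0.648% and 0.957% without thinning and 0.209%, 0.363% and 0.482% after thinning to 1000 UMIs, with overlapping intervals after thinning. Thinned to 500 UMIs it was 0.0959%, 0.072% and 0.319%, from 2, 2 and 6 cells, so that ConA+Veh was below Naïve.

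For genes with TCDD, compared with ConA+Veh, the paper has *Fcer1g* raised in NKT cells, and the log2 ratio in NKT-like cells was −0.97. The paper has *Ptma* and *Hspe1* lowered in mature B cells, and their CPM in B-like cells gave 0.08 and 0.13, with the paper's direction under the mean UMI per cell for both, under the mean of each cell's UMIs per 10000 for *Hspe1*, and in the mean log2 values for *Ptma*. Within cluster C1, whose shares lie nearest to those of the paper's mature B cells, the CPM of both rose. The log2 ratios there were 0.13 (0.09 to 0.17) for *Ptma* and 0.32 (0.25 to 0.40) for *Hspe1*. *Tmsb4x* in NK cells is lowered by ConA and raised with TCDD in the paper, and the log2 ratios here were 0.30 and −0.15. *Fcer1g* in neutrophils is unaltered by TCDD in the paper, and its log2 ratio was 0.28 (0.12 to 0.45), and 0.054 as the mean UMI per cell. *Rgs1* is unaltered by TCDD in the paper's activated T cells, and was at 0.53 in T-like cells outside the NK-like clusters. In ConA+TCDD that class held many cells of clusters T3, T10 and T17, which were almost confined to this library. *Cd28* and *Ctla4* are raised by ConA and lowered with TCDD in the paper. Here *Cd28* was at 0.00 and −0.07, with the former at 0.01 without the Scrublet doublets, 0.01 with the 4 libraries together, 0.08 with each library alone, 0.52 as the mean of each cell's UMIs per 10000 and 1.56 as the mean UMI per cell, and in cluster T1 it rose from 296 CPM (35.9 to 1069.8) in Naïve to 1124 CPM (1039 to 1214) in ConA+Veh. *Ctla4* was at 0.09 with TCDD, and fell only under the mean of each cell's UMIs per 10000 and the mean UMI per cell. *Cd37* in plasmacytoid dendritic cells is lowered with TCDD in the paper, and was at 0.68, with an interval that includes 0, while in the B-like cluster C11 it had the paper's direction, at −0.64 (−1.03 to −0.26).

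In regulatory T cells the paper has *Rbm3* and *Mt1* lowered by ConA and raised with TCDD, and *Srgn* raised with TCDD. For ConA+Veh over Naïve *Rbm3* was at 0.09, and fell among cells with at least 200 genes and at most 10% mitochondrial UMIs, without the Scrublet doublets, at resolution 2 and with the 4 libraries together. *Mt1* was at 0.44 and −0.07 for the 2 comparisons. The former fell at resolution 0.5 and as the mean of each cell's UMIs per 10000, and the latter rose under these and among cells with at least 200 genes and at most 10% mitochondrial UMIs. *Srgn* was at −0.16 with TCDD, and rose among those cells and at resolution 0.5. *Tcea1* in CD4 or CD8 T cells is lowered by ConA in the paper, and was at 0.19 (−0.01 to 0.40), with a fall only among cells with at least 200 genes and at most 10% mitochondrial UMIs. *Ccl5* in naive T cells is raised in both ConA groups in the paper, and the log2 ratios to Naïve were −4.28 and −5.55. They compare different naive T-like clusters, of which a CD8 T-like cluster was almost confined to Naïve. *Mt1* in lymphatic endothelial cells is raised by ConA in the paper, and was at −0.72 in endothelial-like cells. Most endothelial-like cells of Naïve lay in a cluster that the ConA groups lacked. *Clec4g* in the class was at 2399 CPM in Naïve and 6.45 CPM in ConA+Veh. The *Mt1* ratio thus compares largely different endothelial-like cells. The paper has fewer proliferating CD8 T cells with TCDD. Within CD8 T-like cells the level of *Mki67* was at 0.02 (−0.11 to 0.15), and was below 0 at resolution 2 and as the mean of each cell's UMIs per 10000, while CD8 T-like cells with a *Mki67* UMI were 7.38% of ConA+Veh and 5.69% of ConA+TCDD cells, in the paper's direction.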

Other observations

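All tests in this part were chosen only after the results had been seen.

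In ConA+TCDD, 35.8% (32.9 to 38.8%) of T or NK-like cells lay in clusters T3, T10 and T17 and 33.0% (28.9 to 37.3%) of B-like cells in cluster C10, against 2.14% and 3.6% in ConA+Veh and 0.815% and 1.10% in Naïve. The ConA+TCDD cells of these clusters shared a high *Rbm3* and a low *Cd52* across both lineages. The few T or NK-like cells of ConA+Veh in them had a low *Cd52*, at 292 against 2093 CPM in its other clusters. They had a high *Mt1*, at 1017 against 74.6 CPM, but not a high *Rbm3*, at 561 against 558 CPM. The 31 B-like cells of ConA+Veh in C10 had a low *Cd52*, at 638 against 2515 CPM. Their *Rbm3* was somewhat raised, at 692 (565 to 839) against 500 CPM. Naïve received no ligand and had 6 T or NK-like and 12 B-like cells in these clusters. Their *Rbm3* was raised, at 948 (648 to 1338) against 627 CPM and 1317 (1044 to 1639) against 618 CPM. Their *Cd52* was low, at 118 against 1943 CPM and 313 against 1842 CPM. The T or NK-like cells also had a high *Mt1*, at 1007 against 81.3 CPM. The low *Cd52* and, pooled over T3, T10 and T17, the high *Mt1* thus go with the clusters in every library. Single clusters differed in *Mt1*, with log2 ratios of ConA+TCDD to ConA+Veh of −3.18 (−3.70 to −2.64) in T10 and 4.35 (3.30 to 5.66) in T17. In T3 this ratio was −0.14 (−0.61 to 0.37). In all comparisons with other clusters, T1 and C11 were left out for their high mitochondrial share. In ConA+TCDD, T or NK-like cells of the group differed from the others by log2 ratios of 2.15 for *Rbm3*, 4.28 for *Mt1*, 1.42 for *Srgn* and −3.56 for *Cd52*, and B-like cells by 2.34, 3.78, 1.37 and −2.71. RNA free in the whole library would raise *Rbm3* in the other T or NK-like cells too, where its log2 ratio was −0.086 relative to ConA+Veh. Damage is argued against by a median of 2.77% mitochondrial UMIs, against 2.61% in the other clusters of the library and 17.4% in T1. For doublets of B and T cells, *Cd79a* in the T or NK-like cells of the group was only 0.179% of its level in other B-like cells. A difference in depth would vanish on thinning to 1000 UMIs, yet *Cd52* was then found in 11.8% (8.61 to 15.7%) of 347 such cells and in 75.6% (71.8 to 79.2%) of 541 others, with 32 and 42 left out.

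A response to cold or handling in part of the cells is a candidate explanation of this group. *Cirbp*, the other gene of a cold-induced RNA-binding protein, was also raised, by 1.99 in T or NK-like and 2.13 in B-like cells. Its levels of 130 and 220 CPM there were, however, near those of the other Naïve cells, at 135 and 217 CPM. Naïve cells of these clusters were not above those, at 59.2 (7.17 to 214) and 16.5 (0.417 to 91.7) CPM. Those of ConA+Veh were at 23.4 (2.83 to 84.4) against 33.8 CPM and at 53.7 (23.2 to 106) against 47.1 CPM. A raised *Cirbp* was thus seen only in ConA+TCDD, with few UMIs elsewhere. An AhR response stays open. *Tiparp* was raised by 0.61 (0.05 to 1.14) in T or NK-like cells and by 1.5 (0.84 to 2.16) in B-like cells. Without a ligand, *Tiparp* was also higher in these clusters, at 58.4 (19.0 to 136) against 17.0 CPM in ConA+Veh T or NK-like cells. B-like cells had 47.0 (18.9 to 96.9) against 26.2 CPM in ConA+Veh and 82.3 (26.7 to 192) against 31.7 CPM in Naïve. The 6 Naïve T or NK-like cells held no UMI of it. The rise may thus go with the clusters and cannot be ascribed to TCDD. The other target genes had too few UMIs in the group to decide. When the 4 libraries were clustered together, 4.69% (3.39 to 6.31%) of the T or NK-like cells of ConA+FICZ lay in clusters led by ConA+TCDD cells, against 1.54% of ConA+Veh and 34.2% of ConA+TCDD, so that a response to both ligands cannot be told apart from an effect of the ConA+TCDD library alone. With 1 library of each condition, TCDD and the handling of its library are confounded.

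The paper's regulatory T cell cluster in ConA+TCDD would hold 221 cells. At the *Foxp3* level of the regulatory T-like cells these would give 199.7 *Foxp3* UMIs, and the whole library held 33 (22.7 to 46.3), of which 28 lay in the regulatory T-like cells and 1 in T3, which argues against cells missed for lack of depth. By the shares of the 3 libraries alone, the cluster nearest to the paper's was C7, with a largest gap of 2.16 percentage points, and 96.1% of its 255 ConA+TCDD cells lay in T3, T10 or T17. T3, C10 and C8 followed, with gaps of 2.30, 3.04 and 3.09, all within 2 times the nearest. C5, at 5.54, was the nearest cluster counted as of another kind. C8 held 1.94% of ConA+Veh cells, more than T3, T10 and T17 together, so it was not wholly of the group with high *Rbm3*. The margin therefore depends on counting C8 as the same kind. It may be that the paper's regulatory T cells are mostly the cells with high *Rbm3*. For the paper's NKT cells the nearest cluster was C2, with a gap of 1.25, of whose 553 cells 93.3% were NK-like, and the nearest of another kind, T2, had 5.85, so the paper's NKT cells may be mostly NK-like cells. This matching by shares is weak. The nearest cluster bore a different name for the paper's lymphatic endothelial cells, erythrocytes, NK cells and naive T cells, for hepatocytes an endothelial-like and a hepatocyte-like cluster tied at 0.4, and the rule that clusters of another kind be more than 2 times farther was set after the gaps had been seen.

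The paper's plasmacytoid dendritic cells in ConA+TCDD would be 108 cells, and 15 cells of the library held a *Siglech* UMI, which argues against cells missed for lack of depth. The nearest clusters by shares were T1, C11 and C5, with gaps of 1.37, 1.54 and 1.73 and medians of 17.4%, 17.5% and 17.3% mitochondrial UMIs. C12 followed at 1.96 with a median of 2.41%, within 2 times the nearest gap, and T1 was nearer still to the paper's activated T cells, at 0.365, so whether the paper's cluster is mostly such cells cannot be told apart by this test.

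For the B-like cells of ConA+Veh with a *Cd55* UMI after thinning, at 8.87%, free RNA was weighed, and the 1.55% of T or NK-like cells at the same depth argues against it as the whole source. No biological explanation was tested.

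By the rule for named genes, the largest rises from ConA+Veh to ConA+TCDD in B-like cells were *Cxcl10* (2.42), *Mreg* (1.87) and *Mt1* (1.86), and the largest falls *Jchain*, *Ly6k* (−2.87) and the noncoding *Gm42031* (−1.97). *Jchain* had 1121 UMIs in ConA+Veh and 0 in ConA+TCDD, a log2 ratio of −7.50 or lower with the floor of 3 counts, and 1118 of these UMIs lay in 3 cells, which is consistent with a few plasma cells among the B-like cells. In T or NK-like cells *Mt2* (2.75), *Mt1* (2.22) and the noncoding *Gm5914* (1.58) rose most, and *Spp1* (−2.65), *Hspa1a* (−2.24) and *Hspa1b* (−1.61, with −2.22 to −1.03) fell most. In mononuclear phagocyte-like cells these were *Mpo* (4.41), *Elane* (3.08) and *Ccl24* (2.74) up, and *Hspa1b* (−5.13, with −10.4 to −2.62, from 1 and 130 UMIs), *Hspa1a* (−3.47) and *Tmem37* (−2.12) down. Some of these values depended on the alternative, with *Mpo* at 1.96 when the 4 libraries were clustered together and *Spp1* in T or NK-like cells at −0.67 with each library alone. The rises of *Mt1* lay mostly in clusters T3, T10, T17 and C10, which came mainly from ConA+TCDD. Outside them, with T1 and C11 left out, its ratio was −0.04 (−0.22 to 0.14) in T or NK-like cells. In B-like cells it was 0.05 (−0.69 to 0.75). *Mreg* was a leading gene of C10. The median log2 ratio of the ranked genes was 0.04, −0.05 and −0.02 in the 3 classes. *Hspa1a* and *Hspa1b* are near-identical copies, as are *Mt1* and *Mt2* in part. Handling that acts alike on every cell type would lower *Hspa1a* and *Hspa1b* in all types. Their summed CPM was lower in 6 of 7 types and higher by 2.25 (1.33 to 3.28) in stellate or fibroblast-like cells, where 12 ConA+TCDD and 15 ConA+Veh cells are too few to decide. Such handling stays open, and an effect of TCDD was not tested.

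From ConA+Veh to ConA+FICZ, the ranked genes were *Saa2* (3.65), *Orm1* (3.57) and *Hpx* (3.45) up and *Gzmb* (−3.04), *S100a9* (−2.66) and *Hbb-bs* down in B-like cells, with *Hbb-bs* at 104 and 0 UMIs, a log2 ratio of −4.98 or lower with the floor. In T or NK-like cells they were *Fga* (3.49), *Orm1* (3.44) and *S100a8* (3.25) up and *Spp1* (−3.35), *Hbb-bs* (−2.48) and *Gzmc* (−2.25) down, and in mononuclear phagocyte-like cells *Pf4* (4.78), *Saa2* (3.16) and *Saa1* (2.80) up and *Hist1h1b* (−3.04), *Zmynd15* (−2.40) and *Hspa1a* (−2.34) down. As the mean of each cell's UMIs per 10000, *S100a8* in T or NK-like cells was at 0.83. The median log2 ratio was 0.03, 0.00 and 0.09 in the 3 classes.

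Of the other AhR target genes over all cells, *Tiparp* was at 34.3, 33.8, 32.0 and 37.0 CPM in Naïve, ConA+Veh, ConA+TCDD and ConA+FICZ. *Cyp1b1* had 1, 24, 20 and 40 UMIs, *Ahrr* 2, 0, 1 and 10, and *Nqo1* 13, 11, 9 and 16. *Xist* was at 525, 396, 361 and 306 CPM, and *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* had 0 UMIs in each library. *Hbb-bs* was at 2945, 1822, 3911 and 115 CPM and *Hba-a1* at 1238, 99.7, 433 and 28.5 CPM.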
